# The Transcription Co-Repressors MTG8 and MTG16 Regulate Exit of Intestinal Stem Cells From Their Niche and Differentiation Into Enterocyte vs Secretory Lineages

**DOI:** 10.1053/j.gastro.2020.06.012

**Published:** 2020-10

**Authors:** Anna Baulies, Nikolaos Angelis, Valentina Foglizzo, E. Thomas Danielsen, Harshil Patel, Laura Novellasdemunt, Anna Kucharska, Joana Carvalho, Emma Nye, Paolo De Coppi, Vivian S.W. Li

**Keywords:** Niche Exit, Lineage Specification, Chromatin Remodeling, Lateral Inhibition, ChIP-seq, chromatin immunoprecipitation coupled-deep sequencing, DBZ, dibenzazepine, DHS, DNase I hypersensitivity, DKO, double knockout, Dll, Delta like, GFP, green fluorescent protein, ISC, intestinal stem cell, MTG, myeloid translocating gene, qRT-PCR, quantitative reverse-transcriptase polymerase chain reaction, RNA-seq, RNA sequencing, RSPO, R-spondin, WT, wild type

## Abstract

**Background & Aims:**

Notch signaling maintains intestinal stem cells (ISCs). When ISCs exit the niche, Notch signaling among early progenitor cells at position +4/5 regulates their specification toward secretory vs enterocyte lineages (binary fate). The transcription factor ATOH1 is repressed by Notch in ISCs; its de-repression, when Notch is inactivated, drives progenitor cells to differentiate along the secretory lineage. However, it is not clear what promotes transition of ISCs to progenitors and how this fate decision is established.

**Methods:**

We sorted cells from Lgr5-GFP knockin intestines from mice and characterized gene expression patterns. We analyzed Notch regulation by examining expression profiles (by quantitative reverse transcription polymerase chain reaction and RNAscope) of small intestinal organoids incubated with the Notch inhibitor DAPT, intestine tissues from mice given injections of the γ-secretase inhibitor dibenzazepine, and mice with intestine-specific disruption of Rbpj. We analyzed intestine tissues from mice with disruption of the RUNX1 translocation partner 1 gene (Runx1t1, also called Mtg8) or CBFA2/RUNX1 partner transcriptional co-repressor 3 (Cbfa2t3, also called Mtg16), and derived their organoids, by histology, immunohistochemistry, and RNA sequencing (RNA-seq). We performed chromatin immunoprecipitation and sequencing analyses of intestinal crypts to identify genes regulated by MTG16.

**Results:**

The transcription co-repressors MTG8 and MTG16 were highly expressed by +4/5 early progenitors, compared with other cells along crypt-villus axis. Expression of MTG8 and MTG16 were repressed by Notch signaling via ATOH1 in organoids and intestine tissues from mice. MTG8- and MTG16-knockout intestines had increased crypt hyperproliferation and expansion of ISCs, but enterocyte differentiation was impaired, based on loss of enterocyte markers and functions. Chromatin immunoprecipitation and sequencing analyses showed that MTG16 bound to promoters of genes that are specifically expressed by stem cells (such as Lgr5 and Ascl2) and repressed their transcription. MTG16 also bound to previously reported enhancer regions of genes regulated by ATOH1, including genes that encode Delta-like canonical Notch ligand and other secretory-specific transcription factors.

**Conclusions:**

In intestine tissues of mice and human intestinal organoids, MTG8 and MTG16 repress transcription in the earliest progenitor cells to promote exit of ISCs from their niche (niche exit) and control the binary fate decision (secretory vs enterocyte lineage) by repressing genes regulated by ATOH1.

**What You Need to Know**

**Background and Context**

Notch signaling maintains intestinal stem cells (ISCs) and determines whether early progenitor cells develop along the secretory or enterocyte lineage. The transcription factor ATOH1 is repressed by Notch in ISCs; its de-repression causes precursor cells to differentiate along the secretory lineage.

**New Findings**

In the intestine, MTG8 and MTG16 are repressed by Notch signaling indirectly, via ATOH1; this promotes exit of ISCs from their niche and regulates progenitor lineage specification, by repressing ATOH1-target genes.

**Limitations**

MTG8 null mice died at birth. Studies of mice with intestine-specific knockout of MTG8 are needed to determine phenotypes of adult intestine.

**Impact**

MTG8 and MTG16 are chromatin modulators that regulate differentiation of ISCs into secretory vs enterocyte lineages.

The intestinal epithelium renews every 5 days, a process that is driven by the intestinal stem cells (ISCs) located at the crypt base. ISCs divide and give rise to early progenitor populations at the +4/5 cell position, where lineage specifications take place (Extended Data Supplementary Figure 1).^1^^,^^2^ Notch signaling plays a key role in lineage commitment and plasticity. Activation of Notch drives enterocyte differentiation, while Notch inactivation de-represses the transcription factor ATOH1, a master regulator of all secretory lineages: Paneth, goblet, and enteroendocrine cells.^3^, ^4^, ^5^, ^6^ This binary fate decision is believed to be driven by the emerging expression of the Notch ligand Delta-like (Dll) family on early secretory progenitors, which activates Notch in surrounding progenitor cells. This instructs these “naïve” neighbors to take the opposite (enterocyte) fate. This process is termed “lateral inhibition” and is proposed to be under ATOH1 regulation.^7^, ^8^, ^9^, ^10^ Dll1+ secretory progenitors exert plasticity, that is, they can revert to stem cells on stem cell loss.^11^ Although the signaling pathways regulating ISC fate are well-defined, the underlying mechanism of how stem cells commit to differentiation and undergo the subsequent binary fate decision remains largely uncharacterized. Importantly, transcriptional control and molecular markers of enterocyte progenitors remain largely undefined. Very recent studies propose that chromatin accessibility plays a crucial role in fate decisions and plasticity at the early progenitor stage.^8^^,^^12^^,^^13^

**Figure 1:**
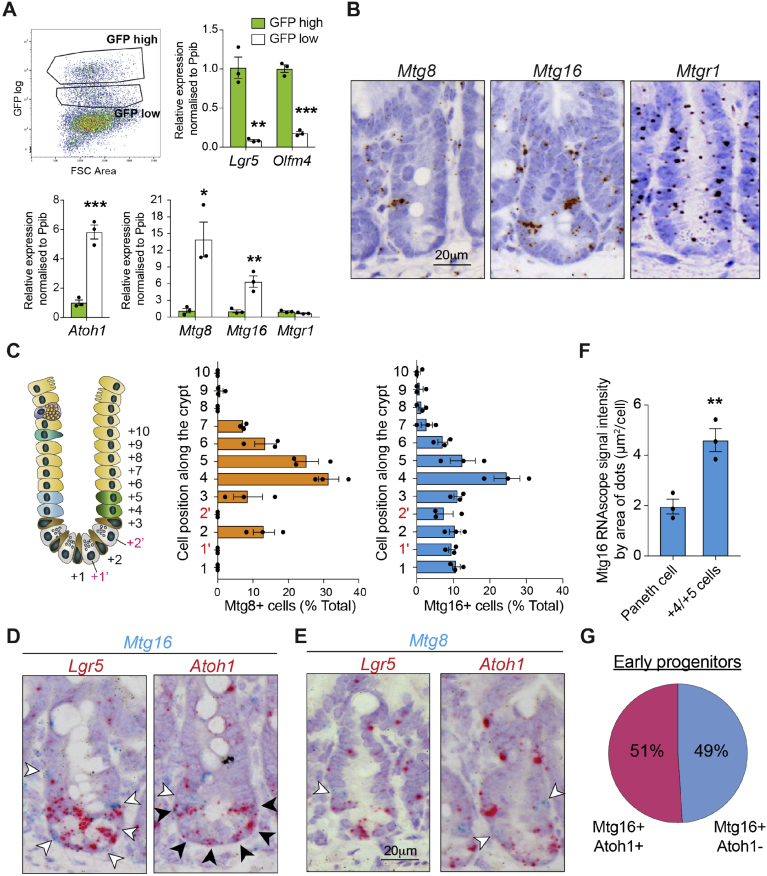
Expression of *Mtg8* and *Mtg16* in the +4/5 early progenitor cells. (*A*) FACS isolation of GFP-high and GFP-low cells from the *Lgr5-EGFP-IRES-CreERT2* intestinal crypts. qRT-PCR analysis of the indicated genes in the 2 populations. Data represent mean ± SEM from biologically independent animals (n = 3). ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, 2-sided *t*-test. (*B*) RNAscope brown staining of *Mtg8*, *Mtg16* and *Mtgr1* in intestinal crypts from WT mice. (*C*) Quantification of *Mtg8* and *Mtg16* RNAscope staining in (*B*) along the crypt. Data represent mean ± SEM from biologically independent animals (n = 3). (*D*, *E*) RNAscope duplex staining of *Mtg16* (*D*) or *Mtg8* (*E*) (*blue*) with *Atoh1* or *Lgr5* (red) in WT intestinal crypts. *Empty arrows* indicate exclusive staining, *black arrows* indicate colocalized staining. (*F*) Quantification of *Mtg16* RNAscope signal (*area of dots*) in Paneth cells and progenitor cells. Data represent mean ± SEM from biologically independent animals (n = 3). ∗∗*P* < .01, 2-sided *t*-test. (*G*) Quantification of *Mtg16*+*Atoh1+* and *Mtg16*+*Atoh1−* cell populations in early progenitors (+3–5 positions) from the RNAscope staining in (*D*). Scale bars, 20 μm.

To delineate the early stem cell–daughter cell transition, we studied transcriptional control directly at the earliest progenitor cell at the +4/5 position on niche exit. In this study, we identified 2 transcriptional co-repressor homologues, MTG8 and MTG16, that are expressed in these early progenitors. MTG8 and MTG16 were repressed by Notch signaling both in ex vivo organoids and in vivo. We further showed that the 2 co-repressors play central roles in early fate decision of ISCs by repressing the stem cell gene expression program and *Dll* expression for lateral inhibition. Previous studies have demonstrated that MTG8 and MTG16 recruit chromatin-modifying enzymes for transcriptional regulation.^14^ Together, our findings indicate a critical role for MTG8 and MTG16 in niche exit and in early fate decision of ISCs by regulating chromatin accessibility of the target genes.

## Materials and Methods

Please refer to the online Supplementary Materials for detailed additional Methods.

### Animals and Drug Administration

All animal regulated procedures were carried out according to Project License constraints (PEF3478B3) and Home Office guidelines and regulations. *Lgr5-EGFP-IRES-CreERT2*^15^ mice were used for FACS sorting experiments. *Rbpj*^*fl/fl*^ mice^16^ were crossed with *VillinCreER*^17^ mice for inducible intestinal-specific deletion. *Mtg16*^*−/−*^, *Mtg8*^*−/−*^*;* and *Mtgr1*^*−/−*^ mice were kind gift from Scott W. Hiebert. *Lgr5DTR-EGFP* mice (kind gift from Genentech, hereafter named as *Lgr5-GFP* mice because only the green fluorescent protein [GFP] reporter element was used in this study) were crossed with *Mtg16−/−* mice to generate *Mtg16−/−*; *Lgr5-GFP* animals. *VillinCreER; Rbpj*^*fl/fl*^ or *VillinCreER* animals were injected with tamoxifen (T5648, Sigma-Aldrich) intraperitoneally at 1.6 mg per 10g of mice and collected at the indicated time points. For proliferation analysis, animals were injected intraperitoneally (IP) with 30 mg/kg EdU (E10187, Molecular Probes) 2 hours before tissue collection. EdU treatment in newborn pups was performed the same as in adults except that the pups were culled 20 minutes after injection. Dibenzazepine (4489 DBZ; Tocris, Bristol, UK) was administered to wild-type (WT) animals as described previously.^8^ Briefly, mice were injected IP twice the same day, 6 hours apart, with a dose of 100 μmol/kg DBZ suspended in 0.5% (wt/vol) hydroxypropylmethyl-cellulose (94378, Methocel E4M; Sigma-Aldrich, St Louis, MO) and 0.1% (wt/vol) Tween 80 (P1754; Sigma-Aldrich) in water or only the vehicle as a control. Mice were collected at the indicated time points after the first injection.

### Statistical Analysis

Results are expressed as mean ± standard error of the mean (∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001). Statistical significance of mean values was assessed using unpaired Student *t*-test or analysis of variance, 1- or 2-way, followed by Tukey’s or Sidak’s Multiple Comparison Post-test respectively. The corresponding number of N and experiments are indicated in the figure legends. Statistics were performed using GraphPad Prism 7 software (La Jolla, CA).

## Results

### Expression of Mtg8 and Mtg16 in a Subpopulation of +4/5 Cells of Intestinal Crypt

To investigate the transcriptional regulation of stem cell fate and early lineage commitment at the +4/5 progenitor stage, we analyzed the expression profile of sorted LGR5-GFP cells (GSE36497).^18^ Rather than focusing on the GFP-high (LGR5-GFP 5+) stem cell population, we examined the GFP-low (LGR5-GFP 2+, 3+, and 4+) fractions that represent immediate daughter cells. This allowed us to identify +4/5 cell-enriched genes in the absence of a specific molecular marker. Hierarchical clustering analysis revealed 525 genes that were enriched in GFP-low populations (Supplementary Figure 1*B* and Supplementary Table 1). These included *Atoh1*, *Dll1,* and *Dll4* that have previously been reported to be expressed in the early secretory progenitors.^8^^,^^11^^,^^19^ Among the 525 genes, we further screened for transcription factors that were enriched in LGR5-GFP-low and absent in LGR5-GFP-high stem cell populations. This resulted in the identification of the 2 related transcriptional regulators *Mtg8* and *Mtg16*.

MTG8, MTG16, and MTGR1 (also known as RUNX1T1, CBFA2T3, and CBFA2T2, respectively) are transcriptional co-repressors that comprise the myeloid translocating gene (MTG) family.^14^^,^^20^ Quantitative reverse transcription polymerase chain reaction (qRT-PCR) confirmed the enriched expression of *Mtg8* and *Mtg16* in LGR5-GFP-low early progenitors in the crypts, similar to *Atoh1* (Figure 1*A* and Supplementary Figure 1*C*). RNAscope analysis further demonstrated enriched expression of *Mtg8* and *Mtg16* at +4/5 cell positions directly above the LGR5+ ISC compartment (Figure 1*B–D*), whereas *Mtgr1* was expressed throughout the crypt (Figure 1*A* and *B*). Quantification of the RNAscope signal confirmed that most *Mtg8*+ cells were present at positions 4 and 5 (31.5% and 25.3%, respectively), whereas *Mtg16*+ cells were distributed throughout the lower crypt with a peak frequency at positions 4 and 5 (24.7% and 12.6%, respectively) (Figure 1*C*). RNAscope co-staining further revealed that expression of *Mtg16* was mostly exclusive with *Lgr5* but colocalized with *Atoh1* at the crypt bottom, indicating that Mtg16 is also expressed by Paneth cells (Figure 1*D*). It is worth noting that the RNAscope signal of *Mtg16* was significantly stronger at positions 4 and 5 than in Paneth cells (Figure 1*F*, Supplementary Figure 1*D*), indicating that *Mtg16* is indeed enriched in early crypt progenitors. Expression of *Mtg8* was mostly exclusive from *Atoh1* (Figure 1*E*), whereas *Mtg16* was expressed in both *Atoh1+ and Atoh1−* populations in the early progenitors in roughly equal proportions (Figure 1*D* and *G*). *Mtg8* was also found to colocalize with *Mtg16* (Supplementary Figure 1*E*). In addition, co-staining of *Mtg16* and Muc2 showed that *Mtg16* was also expressed in a small subset of goblet cells that were mainly localized at the crypt-villus junction (red arrows in Supplementary Figure 1*F*). We also observed stromal expression of *Mtg16* in the intestine (Figure 1*B*, white arrows in Supplementary Figure 1*F*). Because MTG16 is required for hematopoietic progenitor cell fate decision,^21^ it is highly likely that the mesenchymal expression of *Mtg16* is localized to hematopoietic cells. Taken together, our data suggest that a subpopulation of +4/5 cells express *Mtg8/16* and are negative for *Atoh1*. Of note, *Mtg8* transcript levels were very low in abundance throughout the intestinal tissue, suggesting that its expression might be transient and dynamic under strict regulation at the +4/5 cells.

### Mtg8 and Mtg16 Are Negatively Regulated by Notch Signaling

Because *Mtg16* expression partially overlaps with *Atoh1* expression in +4/5 cells, we asked whether the co-repressors are regulated by Notch signaling. Mouse small intestinal organoids were treated with the Notch inhibitor DAPT followed by qRT-PCR analysis. As expected, DAPT-treated organoids showed significant suppression of Notch signaling and de-repression of *Atoh1* and *Dll1*, while secretory lineage markers were upregulated (Figure 2*A*). Remarkably, both *Mtg8* and *Mtg16*, but not *Mtgr1*, were significantly upregulated upon DAPT treatment (Figure 2*B*). We observed similarly upregulated expression of *MTG8* and *MTG16* in DAPT-treated human intestinal organoids, indicating that the Notch-controlled expression of the 2 genes is conserved in human (Supplementary Figure 2*A*).

**Figure 2:**
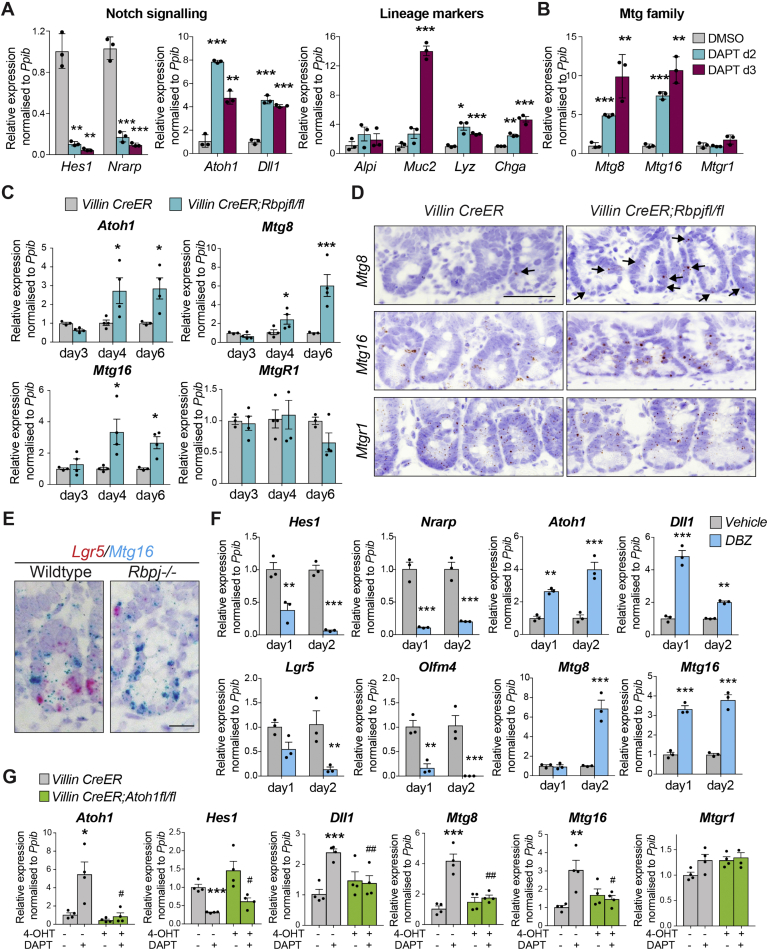
*Mtg8* and *Mtg16* are regulated by Notch signaling. (*A*, *B*) qRT-PCR analysis of WT mouse intestinal organoids treated with Notch inhibitor DAPT for 2 and 3 days. Data represent mean ± SEM from biologically independent small intestinal organoid isolations (n = 3). The experiment was performed twice. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, 2-sided *t*-test. (*C*) qRT-PCR analysis of intestinal epithelium from *Villin CreER* and *Villin CreER;Rbpjfl/fl* mice collected at indicated days after tamoxifen induction. Data represent mean ± SEM from biologically independent animals (n = 4 per group). Three independent experiments were performed. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, 2-way analysis of variance (ANOVA). (*D*) RNAscope brown staining of *Mtg8*, *Mtg16,* and *Mtgr1* in intestinal tissue obtained from *Villin CreER* and *Villin CreER;Rbpjfl/fl* mice collected at day 4 post-tamoxifen induction. *Arrows* indicate Mtg8+ cells. Scale bars, 50 μm. (*E*) RNAscope duplex staining of *Mtg16* (*blue*) and *Lgr5* (*red*) in intestinal tissues of the indicated genotypes at day 6 post-tamoxifen induction. (*F*) qRT-PCR analysis of intestinal epithelium from WT mice collected at the indicated days after DBZ or vehicle treatment. Data represent mean ± SEM from biologically independent animals (n = 3 per group). ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, 2-way ANOVA. (*G*) qRT-PCR analysis of DAPT-treated *Villin CreER* and *Villin CreER;Atoh1fl/fl* organoids induced with 4-OHT. Data represent mean ± SEM. The experiment was performed 4 times. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, compared with untreated control group; #*P* < .05, ##*P* < .01, compared with DAPT-treated control group, 2-sided *t*-test.

To confirm the Notch regulation in vivo, we depleted the Notch downstream transcription factor *Rbpj* for 3 to 6 days. Loss of *Rbpj* resulted in a progressive drift of differentiation toward the secretory lineage, concurrent with increased *Atoh1* expression (Figure 2*C*; Supplementary Figure 2*B* and *C*). Consistent with the organoid data, qRT-PCR analysis showed robust upregulation of *Mtg8* and *Mtg16* in the intestinal crypts upon *Rbpj* loss in vivo, while *Mtgr1* expression was unchanged (Figure 2*C*). Interestingly, expression of *Mtg8* and *Mtg16* was also significantly increased at day 4 post-*Rbpj* deletion in vivo, when most of the differentiation markers remained unchanged (Figure 2*C* and Supplementary Figure 2*C* and *D*). RNAscope staining confirmed upregulation of *Mtg8* and *Mtg16*, and loss of the ISC marker *Lgr5* upon *Rbpj* deletion (Figure 2*D* and *E*). We further validated the findings by treating WT animals with the γ-secretase inhibitor, DBZ, as an alternative Notch inactivation model, which again resulted in a progressive shift toward the secretory lineage (Supplementary Figure 2*E*). Similar to the *Rbpj* deletion data, expression of *Atoh1*, *Mtg8,* and *Mtg16* was significantly upregulated immediately after treatment (1–2 days) (Figure 2*F* and Supplementary Figure 2*F*), confirming that MTG8 and 16 are repressed by Notch signaling. Previous data have suggested regional differences in Notch signaling in the intestine, where proximal duodenum shows higher Notch signaling than distal parts of ileum.^22^ In agreement, higher expression of *Atoh1* and *Mtg16* was observed in the distal ileum (Supplementary Figure 2*G*).

Because the secretory progenitor marker ATOH1 is also repressed by Notch signaling in +4/5 cells, we asked whether the Notch-regulated *Mtg8* and *Mtg16* expression is dependent on ATOH1 using *Atoh1 floxed* organoids. Indeed, the DAPT-induced expression of *Mtg8* and *Mtg16* was abrogated on *Atoh1* deletion, indicating that *Mtg8* and *Mtg16* expression is mediated by Atoh1 (Figure 2*G*). Furthermore, ectopic expression of ATOH1 in HEK293T cells was able to induce *MTG8* and *MTG16* expression (Supplementary Figure 2*H*), indicating that the Atoh1-mediated MTG expression is independent of change of cell fate. To verify the hierarchical regulation of ATOH1 and MTG8/16, we further examined their expression dynamics in a short time-course DAPT treatment of organoids. The results demonstrated that *Atoh1* was significantly upregulated 12 hours after DAPT induction, whereas *Mtg16* was only upregulated 15 hours after induction (Supplementary Figure 2*I*). *Mtg8* remained unchanged during the first 16 hours of DAPT treatment. The data suggest that the expression of *Mtg8* and *Mtg16* is likely to be driven by Atoh1 at different dynamics. We conclude that MTG8 and MTG16, but not MTGR1, are repressed by Notch signaling indirectly via ATOH1 in the intestine.

### Loss of Mtg8 and Mtg16 Induces Hyperproliferation and Expansion of ISCs

The Notch-regulated expression of *Mtg8* and *Mtg16* in +4/5 cells led us to investigate whether the co-repressors play a role in ISC fate decision. We analyzed the *Mtg8−/−* and *Mtg16−/−* animals. *Mtg16−/−* mice were healthy and viable, whereas *Mtg8−/−* and double knockout (DKO) animals died shortly after birth, in accordance with previous findings.^21^^,^^23^ We then proceeded to analyze *Mtg16−/−* and DKO newborn pups. The intestine obtained from DKO pups was significantly shorter than from WT, which was consistent with the Mtg8-null phenotype (Supplementary Figure 3*A*).^23^ Both *Mtg16−/−* and DKO animals showed significantly increased proliferation in the inter-villus regions that would later give rise to crypts (Figure 3*A* and Supplementary Figure 3*B*). Notably, EdU+ cells were also detected in the villi of the DKO intestine, indicating that epithelial cell proliferation was extended beyond inter-villus regions to the villi. Next, we analyzed whether the increase in the inter-villus epithelial cell proliferation is accompanied by upregulated ISC gene expression. RNAscope and qRT-PCR demonstrated that the ISC marker *Lgr5* and its transcriptional activator *Ascl2* were both significantly upregulated in the mutants (Figure 3*B*). Similarly, significant increases in crypt proliferation and ISC markers (*Lgr5* and *Olfm4*) were also observed in *Mtg16−/−* adult intestine (Figure 3*C* and *D*; Supplementary Figure 3 *C* and *D*). Co-staining of *Lgr5* and *Atoh1* confirmed significantly increased *Lgr5* expression in the trans-amplifying region above the Atoh1+ progenitors in the mutant intestines (Supplementary Figure 3*E*). We further generated *Mtg16−/−;Lgr5-GFP* mice to label the endogenous LGR5+ ISCs. In agreement with the RNAscope observations, an increased number of GFP+ ISCs were detected in the *Mtg16−/−* adult intestine, confirming the ISC expansion phenotype (Supplementary Figure 3*F*).

**Figure 3:**
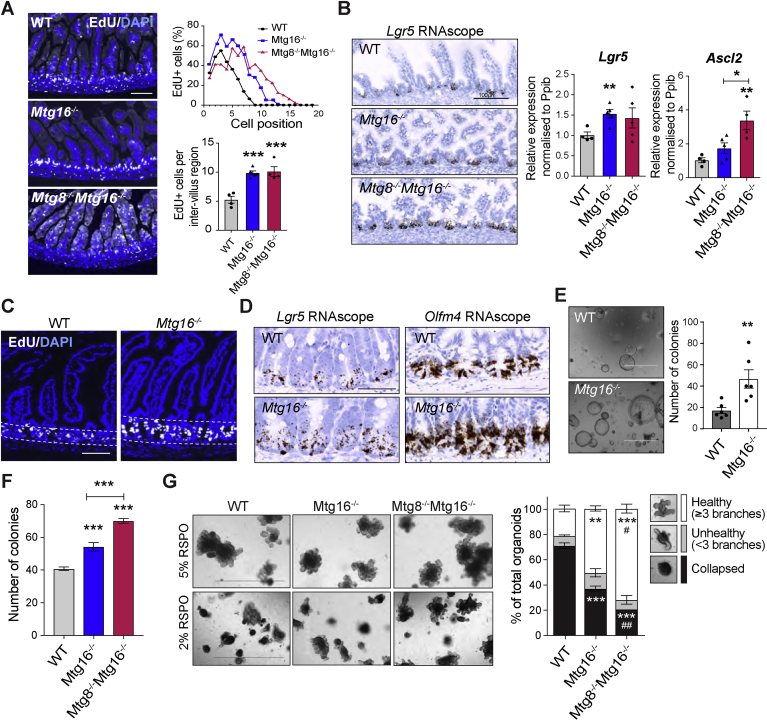
Loss of *Mtg8* and *Mtg16* increases ISC numbers and proliferation. Intestinal tissues were collected from newborn (P0) (n = 4–5 for each genotype) (*A*, *B*) or adult mice (n = 3–6 mice per group) (*C–E*) for analysis. (*A*) EdU staining showing increased proliferation in *Mtg16−/−* and *Mtg8−/− Mtg16−/−* animals compared with WT. Graphs showing EdU+ cells distribution along the crypt and quantitation of EdU+ cells per inter-villus region in WT, *Mtg16−/−* and *Mtg8−/−Mtg16−/−* intestine. Data represent mean ± SEM of 3 independent experiments. At least 10 representative crypts per animal have been analyzed. (*B*) *Lgr5* RNAscope staining and qRT-PCR showing increased ISC gene expression in newborn *Mtg16−/−* and *Mtg8−/−Mtg16−/−* tissues. Data represent mean ± SEM of 3 independent experiments (n = 4 per group). ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, 1-way analysis of variance (ANOVA). (*C*) EdU staining in WT and *Mtg16−/−* adult intestine. (*D*) *Lgr5* and *Olfm4* RNAscope brown staining in small intestinal tissue from WT and *Mtg16−/−* adult mice. (*E*) Colony formation assay of small intestine organoids isolated from WT and *Mtg16−/−* adult mice. Data represent mean ± SEM of 2 independent experiments (n = 6 mice per group). ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, 2-sided *t*-test. Scale bars, 100 μm (*B–D*), 1000 μm (*E*). (*F*) Colony formation assay of small intestine organoids derived from WT, *Mtg16−/−* and *Mtg16−/−Mtg8−/−* newborn pups. Data represent mean ± SEM of 3 independent experiments (n = 2–4 mice per group). ∗∗∗*P* < .001, 1-way ANOVA. (*G*) Representative images showing newborn organoids of the indicated genotypes cultured in 5% or 2% RSPO conditions for 3 to 4 days. Scale bar, 1000 μm. *Right*, quantification of the organoid health status maintained in 2% of RSPO condition. Data represent mean ± SEM of 2 independent experiments (n = 2–4 mice per group). ∗∗*P* < .01, ∗∗∗*P* < .001 compared with WT, 1-way ANOVA. #*P* < .05, ##*P* < .01 compared to *Mtg16−/−*, 1-way ANOVA.

To test whether the stem cell–repressive role of MTG16 is cell-intrinsic, we further examined the colony formation capacity of WT and mutant organoids ex vivo in the absence of any stromal niche. We confirmed that *Mtg16−/−* organoids grew faster than the WT controls, suggesting that the stem cell–repressive role of MTG16 is indeed cell-intrinsic (Figure 3*E*). Similarly, organoids derived from *Mtg16−/−* and DKO newborn intestine also grew significantly faster than the WT counterparts (Figure 3*F* and Supplementary Figure 3*G*). We further challenged the organoids by reducing the Wnt agonist R-spondin (RSPO) concentration. Neither WT nor MTG mutant organoids survived in the absence of RSPO. However, *Mtg16−/−* and DKO organoids grew significantly better in the low-RSPO (2%) condition with fewer collapsed organoids and more healthy branching organoids compared with WT (Figure 3*G*). The results suggest that MTG KO organoids have a growth advantage in the low-RSPO condition but are still dependent on exogenous Wnt signaling for ISC survival. Because MTG16 is expressed in Paneth cells, we asked whether the increase in crypt proliferation and stem cell markers in *Mtg16−/−* intestine is caused by dedifferentiation of Paneth cells, which has recently been reported to occur on injury.^24^ However, immunostaining of WT and *Mtg16*−/− tissue did not show any colocalization of Paneth cell marker lysozyme and proliferation marker Ki67 (Supplementary Figure 3*H*), indicating that the increase in stem cell gene expression on MTG16 loss is caused by stem cell de-repression in the early progenitors rather than Paneth cell plasticity. Together, we tentatively conclude that MTG8 and MTG16 regulate niche exit at the +4/5 cells by repressing the ISC fate and proliferation.

### Mtg8 and Mtg16 Deletion Impairs Intestinal Lineage Specification

MTGR1 has previously been shown to be required for intestinal secretory cell differentiation in adult tissue.^25^ We therefore asked whether loss of MTG8/16 would alter lineage selection in the intestine. Because intestinal differentiation is incomplete in newborn animals, we decided to focus on analyzing *Mtg16−/−* adult intestine. Reduced goblet cell numbers (AB-PAS) were observed in *Mtg16−/−* adult intestine (Supplementary Figure 4*A* and *B*). This is in concordance with the previously reported phenotype of *Mtg16 null* animals.^26^ Similarly, there was a tendency toward reduction of enterocyte markers (villin and alkaline phosphatase) in the mutant intestines (Supplementary Figure 4*A*). We believe that the moderate alteration of terminal differentiation might be due to the redundant role of Mtg8. 

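RNA sequencing was performed on intestinal crypts isolated in cold EDTA from 12-week-old male mice, 3 WT and 3 Mtg16−/−, with 1 library per mouse from total RNA depleted of ribosomal RNA. The authors quantified each gene with RSEM and deposited TPM values by gene symbol. TPM values are scaled to the same total in every library and keep no read number, so the depth behind each value is unknown. Differential expression was tested on log2(TPM + 1) with limma's moderated test for the 12268 genes whose mean TPM over the 6 libraries was at least 1, and p-values were adjusted by the Benjamini-Hochberg method. All fold changes are on this scale, as Mtg16−/− relative to WT, which understates the change of genes with low TPM. MTG16 is encoded by Cbfa2t3, on chromosome 8 of GRCm38 from 122625136 to 122699332. Cbfa2t3 had a TPM of 3.67, 6.69 and 4.52 in the WT libraries and of 4.62, 6.43 and 3.23 in the libraries labelled Mtg16−/−. Its log2 fold change was -0.06 (standard error 0.27, adjusted p = 0.937 from limma), and the groups overlapped. A gene-level TPM sums reads over all exons and cannot show whether an exon is missing, so this gene did not distinguish the genotypes, and every direction given for these data rests on the labels. All 6 libraries had male transcripts, with a TPM of Ddx3y between 12.7 and 17.7 and of Xist at most 0.17. Pearson's r between libraries, computed across genes on the log2 scale, lay between 0.931 and 0.980. The first principal component held 47.7% of the variance and ran from WT replicate 1 to Mtg16−/− replicate 3, and the second held 18.2%. The mice are numbered 1 to 3 within each genotype. The deviations of same-numbered libraries from their group means correlated with r = 0.429, 0.0753 and 0.237 across genes, a mean of 0.247, while the 5 other ways of pairing the mice gave means between -0.183 and 0.227. Each test was therefore also fitted with the replicate number as a block.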

To provide a global, unbiased picture of gene expression changes in the mutant animals, we further performed transcriptional profiling on the WT and *Mtg16−/−* intestine. RNA-seq analysis revealed 478 genes that were differentially expressed upon *Mtg16* deletion (Supplementary Figure 4*C* and *D*; Supplementary Table 2). 

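At an adjusted p under 0.1, the limit that the values in Supplementary Table 2 stay under, 4 of the 12268 tested genes were called, 2 higher and 2 lower in the libraries labelled Mtg16−/−. Ces1c, which encodes a carboxylesterase and lies on chromosome 8 from 93099015 to 93131283, rose from a TPM of 1.65 ± 0.548 (SD, n = 3) to 10.5 ± 1.76 (SD, n = 3), a log2 fold change of 2.12 (standard error 0.21). Cirbp, on chromosome 10 from 80165990 to 80172786, encodes a cold-inducible RNA-binding protein and had a TPM of 21.9 ± 2.33 (SD, n = 3) in WT and 52.3 ± 5.65 (SD, n = 3) in Mtg16−/−, a log2 fold change of 1.22 (standard error 0.14). Klhdc4, on chromosome 8 from 121796308 to 121829583 and 0.796 Mb from Cbfa2t3, decreased by 1.32 on the log2 scale (standard error 0.15). Creld2, on chromosome 15 from 88819646 to 88826681, encodes a protein of the endoplasmic reticulum and decreased by 1.15 (standard error 0.13). The adjusted p was 0.0894 for each of the 4 genes, and all 4 are listed in Supplementary Table 2. The lowest value of one group was above the highest of the other for each of them (exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). At an unadjusted p under 0.05 the number of genes was 1789. The paper's table holds 478 genes, of which 465 were among the tested genes. All 465 changed in the direction of the paper's table and 462 had an unadjusted p under 0.05, which shows no stability because the list was drawn from the same 6 libraries. The groups did not overlap in 2579 genes, 21.0% of those tested, where chance gives 10%. With the replicate block, 1201 genes were called, 385 higher and 816 lower, and 430 of them are in Supplementary Table 2. The check on the pairing, a mean r of 0.247, is the reason both counts are given. With each mouse left out in turn and no block, between 0 and 20 genes were called.

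**Figure D1:**
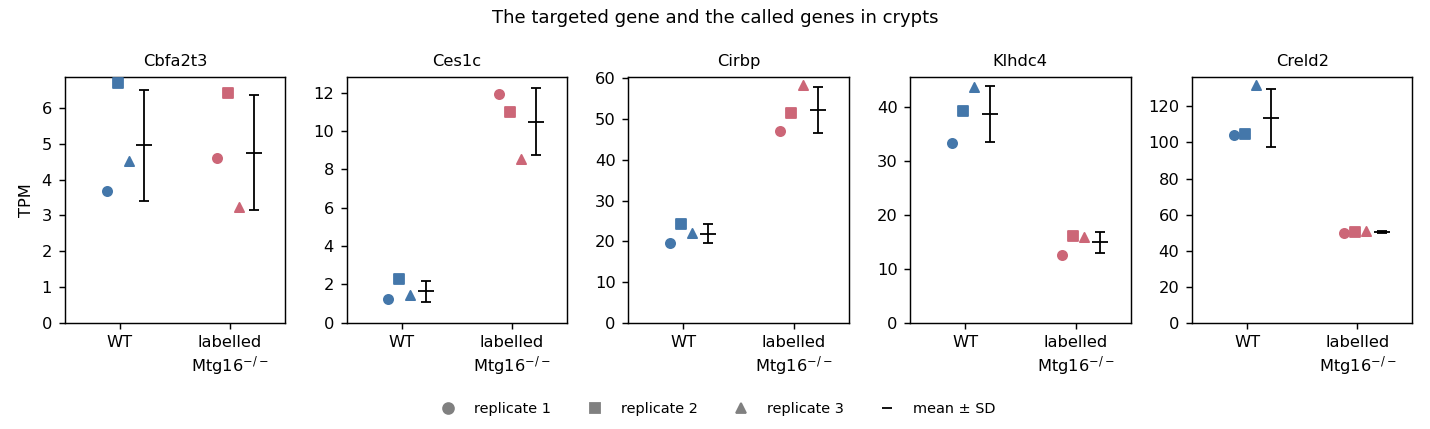
TPM of Cbfa2t3, which encodes MTG16, and of the 4 called genes in crypts of WT mice and of the mice labelled Mtg16−/−, with 1 point per mouse and the mean ± SD of 3 mice. Cbfa2t3 overlaps between the groups, and the other 4 genes do not.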

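A list of 36 Wnt target and intestinal stem cell genes was compiled from general knowledge, with Supplementary Table 2 already read, to stand in for the published signatures, and 33 of them were tested. Their mean log2 fold change was 0.35, with 29 of the 33 higher in the libraries labelled Mtg16−/−. Limma's camera test, which compares the genes of a set with all other tested genes, gave an adjusted p of 1.67e-08 over the 8 sets used for the paper's statements, and 8.88e-10 with the replicate block (mean r of same-numbered libraries 0.247). Each library was also given a score, the mean deviation of the set's genes from their mean over all libraries. The 3 WT scores, from -0.48 to -0.01, lay below the 3 Mtg16−/− scores, from 0.05 to 0.40 (exact permutation test on the scores, two-sided, p = 0.1, the smallest possible). Camera assumes a correlation of 0.01 between the genes of a set. With the correlation estimated from the data instead, the adjusted p was 0.432. Among single genes, Lgr5 (chromosome 10, 115450314 to 115587780) had a TPM of 7.17 ± 1.08 (SD, n = 3) in WT and 14.1 ± 5.38 (SD, n = 3) in Mtg16−/−, a log2 fold change of 0.83 (standard error 0.25, limma adjusted p = 0.266, or 0.0512 with the block). The log2 fold change was 0.59 for Lgr4, 0.66 for Axin2, 0.99 for Myc and 0.85 for Sox9, and limma's adjusted p for these 4 genes lay between 0.170 and 0.263 without the block and between 0.0148 and 0.0509 with it. Ascl2 had a log2 fold change of 0.32 and overlapping groups (limma adjusted p = 0.501, or 0.261 with the block). When the enterocyte score of each library was added to the model, an alternative chosen after the values were seen, the mean log2 fold change of the Wnt and stem cell genes was 0.03 (camera adjusted p = 0.783). That score was itself lower on average in the Mtg16−/− libraries, so as a covariate it also takes up part of the genotype.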

Consistent with the increased crypt proliferation observed in Figure 3, Wnt and stem cell signatures^18^^,^^27^ were both significantly upregulated upon loss of MTG16 (Figure 4*B*). 

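For 19 of the marker genes named in Figure 4A results are given here. All 19 changed in the direction of the paper's table with no overlap between the groups. Over all tested genes, limma's adjusted p of these genes lay between 0.104 and 0.291 without the replicate block. With the block it lay between 0.00437 and 0.0746. The paper chose these genes from its own calls on the same libraries. Among the enterocyte genes, Apoc2 (chromosome 7, 19671579 to 19677941) decreased by 2.20 on the log2 scale (standard error 0.43). Among the Paneth cell genes, Defa5 (chromosome 8, 21297394 to 21298375) rose from a TPM of 411 ± 283 (SD, n = 3) to 1031 ± 208 (SD, n = 3), a log2 fold change of 1.51 (standard error 0.41). Defensin genes are near-identical copies whose reads the quantification could have divided among them, so single members are uncertain. The TPM summed over the 27 annotated Defa symbols was 16791, 44269 and 21820 in the WT libraries and 69303, 51763 and 50309 in the Mtg16−/− libraries. Among the enteroendocrine genes, Gcg (chromosome 2, 62474530 to 62483653) rose from 34.5 ± 5.11 (SD, n = 3) to 77.8 ± 14.0 (SD, n = 3) TPM, a log2 fold change of 1.15 (standard error 0.17), and Chgb by 0.50 (standard error 0.12). Longer lists of markers from general knowledge moved the same way. The 32 enterocyte markers had a mean log2 fold change of -0.99 with 31 lower (camera adjusted p = 1.05e-10, or 4.19e-20 with the replicate block, mean r of same-numbered libraries 0.247). The scores of this set overlapped, since Mtg16−/− replicate 1 lay above WT replicate 2 (exact permutation test, two-sided, p = 0.2). Of 3 lists of genes that mark stretches of the gut, the 9 genes of the proximal small intestine were lower as well, with a mean log2 fold change of -0.56 (camera adjusted p over the 3 lists = 0.0153, or 0.00512 with the block), and the genes of the ileum and the colon were not past the threshold (0.13 and -0.25, adjusted p = 0.270 each). The 25 tested Paneth cell markers had a mean log2 fold change of 1.00 with 24 higher (camera adjusted p = 1.69e-14, or 1.05e-14 with the block). The 28 tested enteroendocrine markers had a mean log2 fold change of 0.60 with all 28 higher (camera adjusted p = 9.35e-15, or 4.5e-14 with the block). Neither the Paneth cell nor the enteroendocrine scores overlapped between the groups (exact permutation test, two-sided, p = 0.1, the smallest possible). With the correlation between genes estimated from the data, the adjusted p rose to 0.432 for enterocyte and Paneth cell markers and to 0.167 for enteroendocrine markers.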

Interestingly, we further observed significant reduction of enterocyte markers and upregulation of secretory markers such as Paneth cells and enteroendocrine cells in the *Mtg16* mutant intestine (Figure 4*A*). 

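The 25 goblet cell markers had a mean log2 fold change of -0.07 in the libraries labelled Mtg16−/−, with 15 higher and 10 lower (limma's camera test, adjusted p = 0.546, or 0.754 with the replicate block, mean r of same-numbered libraries 0.247). The scores of the groups overlapped (exact permutation test, two-sided, p = 0.5). Muc2 (chromosome 7, 141690340 to 141754691) had a TPM of 626 ± 116 (SD, n = 3) in WT and 480 ± 201 (SD, n = 3) in Mtg16−/−. Its log2 fold change was -0.47 (standard error 0.34, limma adjusted p = 0.526, or 0.162 with the block). With each mouse left out in turn, the value lay between -0.72 and -0.06. None of the 25 markers was called without the block and 3 were called with it, of which 1 was higher. The markers Zg16 and Clca1, singled out after their values were seen, are both in Supplementary Table 2. Zg16 decreased by 1.28 on the log2 scale (standard error 0.37, limma adjusted p = 0.263, or 0.0123 with the block), and Clca1 decreased by 0.89 (standard error 0.25, limma adjusted p = 0.263, or 0.0153 with the block). Without the markers that are in that table, the mean log2 fold change of the remaining 23 was 0.02 (camera adjusted p = 0.151).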

Of note, RNA-seq data did not reveal significant alteration of goblet cell markers. Comparison of various enterocyte markers with the previously published single-cell RNA-seq data (GSE92332) revealed differential expression of the markers between mature and immature enterocytes.^28^ In particular, *Alpi* expression did not distinguish between mature and immature enterocytes, while other markers such as *Apoa4*, *Fabp1* and *Fabp2* were preferentially expressed in mature enterocytes (Supplementary Figure 4*E*). Our RNA-seq data suggested that deletion of Mtg16 results in a loss of mature enterocyte markers. Indeed, a clear reduction of FABP1 and APOA4 proteins was observed in the *Mtg16−/−* intestine, indicating that loss of MTG16 inhibits enterocyte differentiation and maturation (Figure 4*C*). 

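Fabp1 (chromosome 6, 71199879 to 71205034), which encodes a fatty acid-binding protein, had a TPM of 5065, 1642 and 2061 in the WT libraries and of 996, 411 and 660 in the libraries labelled Mtg16−/−. It decreased by 1.99 on the log2 scale (standard error 0.46, limma adjusted p = 0.225, or 0.00437 with the replicate block). Apoa4 (chromosome 9, 46240844 to 46243458) decreased by 1.85 (standard error 0.47, limma adjusted p = 0.247, or 0.00437 with the block), from 3138 ± 2150 to 786 ± 316 TPM (SD, n = 3 each). The groups did not overlap in either gene. Fabp2 (chromosome 3, 122895072 to 122899506) had a TPM of 3284 ± 2094 (SD, n = 3) in WT and 1788 ± 467 (SD, n = 3) in Mtg16−/−. It decreased by 0.73 (standard error 0.42, limma adjusted p = 0.436, or 0.0983 with the block), and its groups overlapped. With each mouse left out in turn, its log2 fold change lay between -1.07 and -0.24. Alpi (chromosome 1, 87098002 to 87101606) decreased by 1.20 (standard error 0.39, limma adjusted p = 0.279, or 0.017 with the block). In all 4 genes WT replicate 1 held the highest TPM. The mean r of same-numbered libraries was 0.247.

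**Figure D2:**
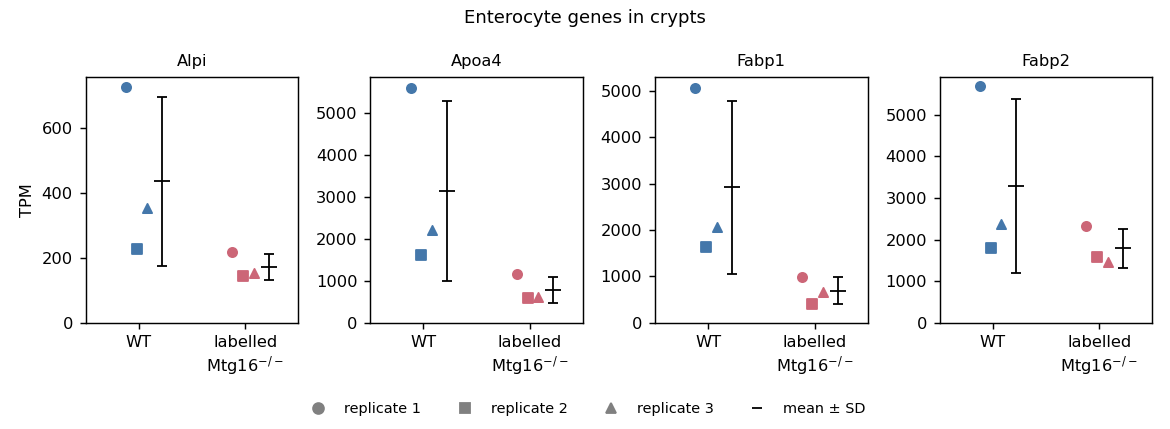
TPM of Alpi, Apoa4, Fabp1 and Fabp2 in crypts of WT mice and of the mice labelled Mtg16−/−, with 1 point per mouse and the mean ± SD of 3 mice. WT replicate 1 is the highest point in each panel, and the groups overlap in Fabp2.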

Gene set enrichment analysis further confirmed the loss of absorptive signatures (Figure 4*D*) and enrichment of secretory signatures^8^^,^^29^ (Figure 4*E*) in the *Mtg16−/−* intestine. 

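The published gene sets were not used here, and lists of genes from general knowledge took their place. The 51 tested genes of intestinal absorption and digestion had a mean log2 fold change of -0.73 in the libraries labelled Mtg16−/−, with 48 lower (limma's camera test, adjusted p = 2.9e-10, or 2.65e-21 with the replicate block, mean r of same-numbered libraries 0.247). Their scores overlapped between the groups (exact permutation test, two-sided, p = 0.2), and the adjusted p was 0.461 with the correlation between genes estimated from the data. To separate the sets from the genes that the paper had already called, the members listed in Supplementary Table 2 were removed. The mean log2 fold change of the remaining members was -0.60 for 41 absorption and digestion genes (camera adjusted p = 4.16e-06, or 5.56e-14 with the block), -0.68 for 19 enterocyte markers (3.11e-04, or 2.35e-08 with the block), 0.75 for 12 Paneth cell markers (4.57e-05, or 1.73e-05 with the block), 0.54 for 23 enteroendocrine markers (1.37e-10, or 4.58e-10 with the block) and 0.26 for 27 Wnt and stem cell markers (4.57e-05, or 5.39e-06 with the block). The 8 tested genes that the paper names as secretory progenitor or ATOH1-bound genes had a mean log2 fold change of 0.01 (camera adjusted p = 0.853, or 0.910 with the block), with 3 higher and 5 lower.

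**Figure D3:**
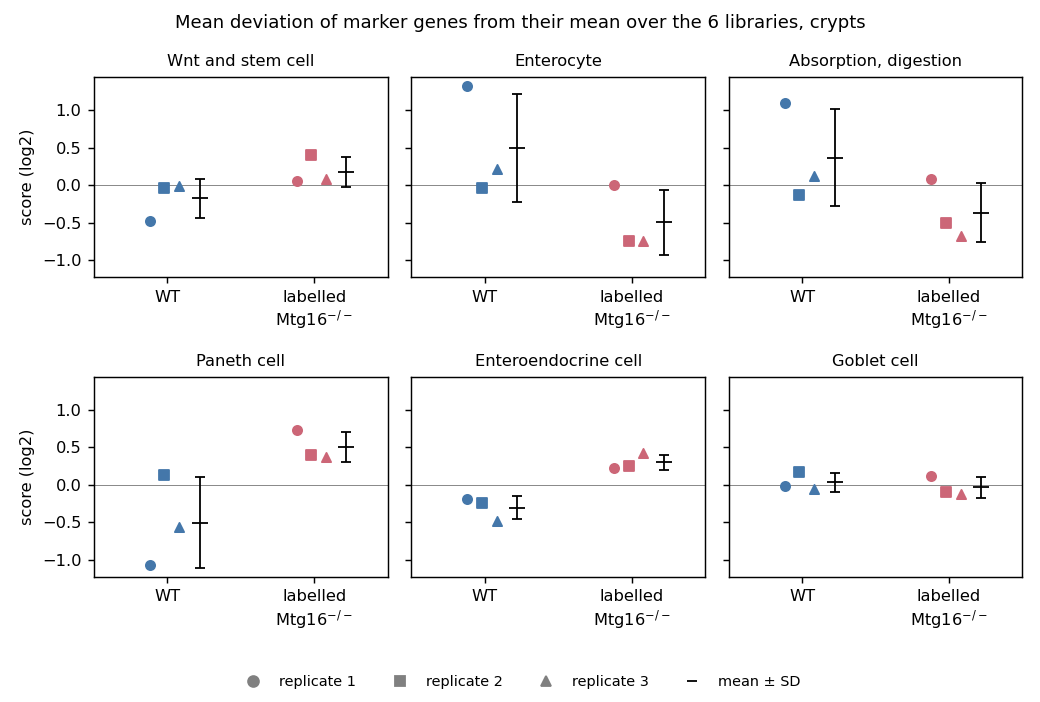
Scores of 6 lists of marker genes in crypts, as the mean log2 deviation of the genes of each list from their mean over the 6 libraries, with 1 point per mouse and the mean ± SD of 3 mice per group. The groups are apart for Wnt and stem cell, Paneth cell and enteroendocrine markers and overlap for the other 3 lists.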

To further demonstrate the functional defect of the MTG mutant intestine, we examined the disaccharidase (brush border enzyme) activity in the WT and *Mtg16−/−* organoids (Figure 4*F*). Downregulated expression of mature enterocyte markers was confirmed in *Mtg16−/−* organoids (Figure 4*G*). Consistent with our observation of impaired enterocyte differentiation *in vivo*, the disaccharidase activity of the adult *Mtg16−/−* organoid was significantly reduced when compared to WT control organoids (Figure 4*H*).

**Figure 4:**
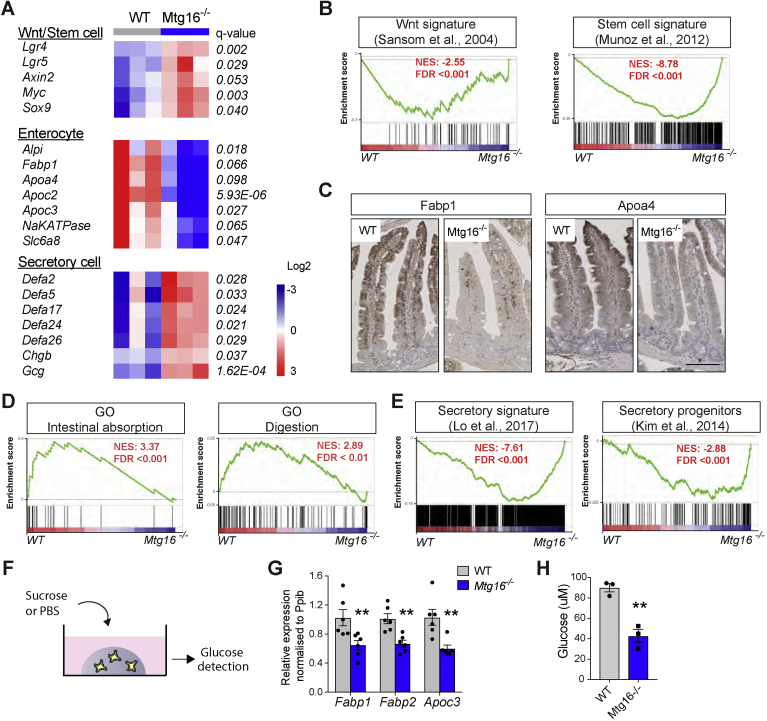
*Mtg8* and *Mtg16* deletion impairs intestinal lineage specification. Intestinal tissues were collected from newborn (P0) (n = 4–5 for each genotype) (*A*) Heatmap showing genes differentially expressed in WT and *Mtg16−/−* intestine. (*B*, *D*, *E*) Gene Set Enrichment Analysis (GSEA) probing (*B*) Wnt/Stem cell signature genes, (*D*) intestinal absorption and digestion, and (*E*) secretory signature genes. (*C*) FAPB1 and APOA4 immunostaining in adult WT and *Mtg16−/−* intestinal tissue. (*F*) Scheme showing the disaccharidase assay performed in organoids. (*G*) qRT-PCR of mature enterocyte markers in adult WT and *Mtg16*−/− organoids. (*H*) Glucose levels detected in the supernatant of intestinal organoids of the indicated genotypes after 1-hour sucrose incubation. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, 2-sided *t*-test.

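Across the 6 fits that each left out 1 mouse, the mean log2 fold change stayed between 0.20 and 0.43 for Wnt and stem cell markers, between -1.26 and -0.58 for enterocyte markers, between -0.97 and -0.37 for absorption and digestion genes, between 0.72 and 1.32 for Paneth cell markers and between 0.51 and 0.66 for enteroendocrine markers, in the libraries labelled Mtg16−/− against WT. In each of these fits all 5 sets stayed past the threshold of limma's camera test, with the correlation between genes fixed at 0.01. Each same-numbered pair of mice had the direction of its set in all 5 sets. A list of 34 proliferation genes, compiled in the same way, had a mean log2 fold change of 0.16 with 29 higher. Its camera adjusted p was 0.001, or 1.09e-04 with the replicate block (mean r of same-numbered libraries 0.247). Its scores overlapped (exact permutation test, two-sided, p = 0.5). Without WT replicate 1 its mean was -0.0047 with 16 higher (camera adjusted p = 0.779), so the rise depended on that library. With any other mouse left out, the set stayed higher and past the threshold. The paper reports higher Wnt and stem cell signatures, which it sets beside the greater crypt proliferation in its Figure 3. It also reports lower enterocyte markers, with immunostaining and organoid assays, and higher Paneth and enteroendocrine markers in the RNA sequencing. In its data together it sees support for the view that MTG16 holds back stem cell proliferation and favors enterocyte over secretory differentiation.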

Taken together, our data support the notion that MTG16 represses stem cell proliferation and promotes enterocyte over secretory lineage differentiation. 

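A list of 118 chromatin regulators from general knowledge, covering remodelers and histone-modifying enzymes, had 115 tested members. Their mean log2 fold change in the libraries labelled Mtg16−/− was -0.01, with 50 higher and 65 lower (limma's camera test, adjusted p = 0.736, or 0.584 with the replicate block, mean r of same-numbered libraries 0.247), and the scores overlapped (exact permutation test, two-sided, p = 1). The mean was 0.05 after quantile normalization, which also moved the median of all tested genes from -0.03 to 0.02, and 0.06 after a correction for GC content and transcript length that was chosen after the data were seen (adjusted p = 0.431 and 0.0395). Supplementary Table 4 lists the MTG16-bound genes of each ontology term. The copy used here was cut short, so some of its lists may be incomplete. The lists of the terms tested here held the number of genes stated for each term. Of its chromatin terms, 4 were tested as sets, adjusted over the 20 sets outside the paper's statements. The 34 tested genes of chromatin remodeling had a mean log2 fold change of 0.12 with 20 higher (camera adjusted p = 0.0491, or 0.0128 with the block), and the 40 tested genes of chromatin assembly or disassembly one of 0.14 with 29 higher (camera adjusted p = 0.00519, or 0.00107 with the block). The first of these sets was past the threshold in 9 of 20 alternatives and the second in 14 of 20. Without WT replicate 1 both means were 0.05 (camera adjusted p = 0.327 and 0.216). Without their members in Supplementary Table 2, a test chosen after the data were seen, the means were 0.05 and 0.12 (camera adjusted p = 0.298 and 0.0130). That table holds genes chosen for their change in the same libraries, so a fall of the mean follows in part from that choice. The scores of both sets overlapped between the groups (exact permutation test, two-sided, p = 0.5 and 0.3). The 41 genes of histone acetylation and the 32 of protein methylation had means of 0.02 and 0.04 (camera adjusted p = 0.263 and 0.220, or 0.208 and 0.160 with the block).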

Interestingly, we also noted enrichment of chromatin remodeling and epigenetic regulatory genes in the *Mtg16* mutant intestine (Supplementary Figure 4*F*), suggesting that the co-repressor MTG16 may regulate gene expression by chromatin remodeling.

### Mtg16 Binds to ISC Signature Genes and Atoh1-targets for Niche Exit and Fate Decision

To investigate how the co-repressors regulate ISC gene expression program and lineage selection, we then performed chromatin immunoprecipitation coupled-deep sequencing (ChIP-seq) to identify the MTG targetome. To capture the physiological binding targets in vivo, intestinal crypts were isolated 4 days after *Rbpj*-depletion to enhance endogenous MTG16 expression, while most of the differentiation markers remained unaltered (Figure 2*C* and *D* and Supplementary Figure 2*C* and *D*). MTG16 ChIP-seq identified 7843 reproducible binding sites (Figure 5*A*, Supplementary Figure 5*A* and Supplementary Table 3). Gene ontology analysis of MTG16 targets revealed enrichment of genes associated with Wnt and Notch signaling, as well as histone-modifying genes (Figure 5*B* and Supplementary Table 4). Comparison between the ChIP-seq and RNA-seq data showed that 35% of the genes differentially expressed upon *Mtg16* deletion harbored MTG16-binding sites within 5kb of the transcription start site (Supplementary Figure 5*B*), where the odds of genes being differential were observed to be increased by a factor of 2.4 (*P* < 2e-16, hypergeometric test). 

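Supplementary Table 3 was used for chromosomes 1, 10, 11 and 12, the ones held in full in the shortened copy used here. They have 1857 MTG16 peaks, and the 2717 tested genes on these chromosomes formed the background. Peaks that the authors annotated to a promoter lay within 1 kb of a start of their gene on GRCm38 in 99.6% of 670 cases, so the coordinates fit that build. Of the called genes, only Cirbp lies on these chromosomes, and it was the nearest promoter of a listed peak, as were 1181 other tested genes, or 43.5% (Fisher's exact test, two-sided, p = 0.435). An odds ratio from 1 gene is not finite, and with 0.5 added to each count it was 3.90. With the replicate block, for which the mean r of same-numbered libraries was 0.247, 122 of 241 called genes (50.6%) were the nearest promoter of a peak against 42.8% of the other tested genes. The odds ratio was 1.37 (Fisher's exact test, two-sided, p = 0.0207). With the block and only the peaks annotated to a promoter, the shares were 20.3% and 22.1% (odds ratio 0.904, Fisher's exact test, two-sided, p = 0.569). With a peak within 5 kb of a transcription start site as the criterion, an alternative chosen after the data were seen, 123 of the 241 called genes had a peak with the block, against 46.7% of the other tested genes (odds ratio 1.19, Fisher's exact test, two-sided, p = 0.224). The genes of Supplementary Table 2 were examined in the same way. Of the 92 that were tested and lie on these chromosomes, 41 had a peak within 5 kb of a start site (44.6%), against 47.2% of the other tested genes, an odds ratio of 0.899 (Fisher's exact test, two-sided, p = 0.671). Lgr5, Axin2 and Sox9, whose expression is given with the Wnt and stem cell markers, are on chromosomes 10 and 11.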

In particular, we observed clear MTG16-binding signals over the key ISC genes *Lgr5* and *Ascl2* (Figure 5*C*). These sites coincided with the previously reported regulatory regions in these genes.^30^^,^^31^ MTG16 also bound to the promoter regions of other Wnt targets such as *Axin2, Myc,* and *Sox9*, suggesting that MTG16 represses ISC signature genes and Wnt targets through direct binding to their regulatory sequences (Supplementary Figure 5*C*). This result was consistent with our observation that *Lgr5* and *Ascl2* are upregulated on MTG8 and MTG16 loss (Figure 3*B* and *D*).

**Figure 5:**
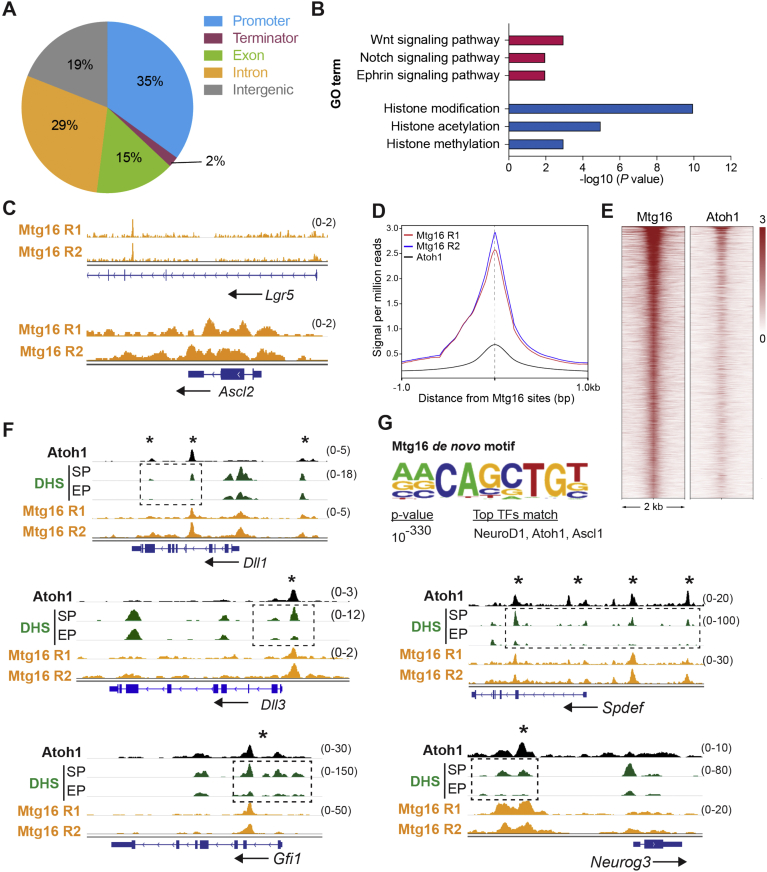
MTG16 binds to ISC- and secretory lineage-signature gene loci. (*A*) Genome-wide distribution of 7843 MTG16-binding sites. (*B*) Gene ontology analysis identified ontology terms associated significantly with MTG16 targetome, including Wnt, Notch, and Ephrin pathways, as well as in histone-modifying genes. (*C*) ChIP-seq data showing MTG16 binding signal (per million reads) to ISC gene loci (*Lgr5* and *Ascl2*). (*D*, *E*) Composite profile (*D*) and heatmap (*E*) showing striking overlap between ATOH1 and MTG16 binding sites (7843 sites). (*F*) ChIP-seq data showing MTG16 binding signal (per million reads) to previously reported ATOH1-enhancer regions^12^ (*asterisk*) of the indicated gene. Reduced levels of DHS in enterocyte progenitors (EP) versus secretory progenitors (SP) are indicated by *dotted box*. (*G*) MTG16 de novo motif matches with previously reported ATOH1 and ASCL1/2 motif.

Because MTG8 and MTG16 are repressed by Notch signaling in +4/5 cells, we asked whether they play a role in lineage selection, similar to ATOH1. We compared our MTG16 ChIP-seq data with the previously reported ATOH1 ChIP-seq and DNase I hypersensitivity (DHS, a measure of chromatin accessibility) data on secretory- or enterocyte progenitors.^8^ A striking overlap (84.08%) between MTG16 and ATOH1 binding sites was observed between the 2 datasets, suggesting that MTG16 may also be involved in fate decision (Figure 5*D* and *E*).

ATOH1 has previously been reported to drive lateral inhibition and to set the secretory fate by regulating expression of the *Dll* Notch ligands.^8^^,^^29^ We analyzed the ChIP-seq profiles of the Notch ligands *Dll1 and Dll3*. Remarkably, we found that MTG16 bound to the previously reported ATOH1-enhancer regions of both *Dll1 and Dll3* (Figure 5*F*). Interestingly, loss of or reduced levels of DHS were observed in enterocyte progenitors compared with secretory progenitors at the regions where MTG16- and ATOH1-binding overlapped (Figure 5*F*). These results suggest that MTG16 binds to the ATOH1-bound loci to reduce chromatin accessibility of *Dll* genes in enterocyte progenitors for lateral inhibition and early fate decision. Similar to *Dll* ligands, MTG16 also occupied most of the reported ATOH1-binding sites in all secretory signature genes including *Spdef*, *Gfi1,* and *Neurog3* with reduced DHS levels in enterocyte progenitors (Figure 5*F*). Given that MTG proteins repress gene transcription by recruiting various chromatin-modifying enzymes (eg, histone deacetylases),^14^ we propose that MTG8/16 regulate lateral inhibition and binary fate decisions of +4/5 progenitors by repressing ATOH1-mediated *Dll* ligands and secretory signature gene transcription. Indeed, de novo motif analysis identified an MTG16 consensus motif that was matched to the reported ATOH1 motif, suggesting that MTG16 occupies ATOH1-bound enhancers to regulate lineage specification (Figure 5*G* and Supplementary Table 5). Co-immunoprecipitation analysis further confirmed the physical binding of ATOH1 with both MTG8 and MTG16 (Supplementary Figure 5*D*). Consistently, ATOH1-mediated *DLL1* expression was significantly downregulated by MTG8 or MTG16 expression (Supplementary Figure 5*E*). In addition to ATOH1, MTG family members have previously been shown to interact with TCF4 for transcriptional suppression.^32^ Together, our findings support the notion that the MTG co-repressors bind to the transcription factors TCF4/β-catenin and ATOH1 to repress the stem cell program and *Dll* expression for lateral inhibition. We further noted that MTG16 bound strongly to its own locus as well as to the promoter regions of *Mtgr1* and *Atoh1* (Supplementary Figure 5*F*), whereas MTG16 has recently been reported as an ATOH1 target.^29^ The data imply that ATOH1 and the MTG family together contribute to a “cross-over” feedback loop in +4/5 cells to regulate rapid, dynamic fate decisions.

## Discussion

Extensive studies in the past have focused on characterizing the signaling pathways regulating ISCs, yet it has remained elusive how the tightly regulated ISC fate remains restricted to a fixed number of proliferative cells at the crypt base. Paneth cells have been shown to constitute the essential niche to define ISC identity,^9^^,^^33^, ^34^, ^35^ yet functional ISCs can be maintained upon Paneth cell ablation.^36^^,^^37^ Therefore, it remains unclear how Paneth cells contribute to ISC homeostasis. The undifferentiated cells immediately above the ISC compartment (+4/5 progenitors) are heterogeneous in terms of marker gene expression. ATOH1 marks a subpopulation of +4/5 cells that have entered the secretory lineage differentiation and mediate lateral inhibition,^3^^,^^8^ while molecular markers of the remaining +4/5 progenitors entering the absorptive enterocyte differentiation have not yet been identified. Here we report that the Notch-repressed transcriptional co-repressors MTG8 and MTG16 are expressed in +4/5 progenitors to switch off the stem cell expression program. Our current findings provide insights into the underlying mechanism of ISC fate decisions (Figure 6*A*). Our data support the notion that the “Notch-off” state is the first “priming” step to drive ISC-daughter cell transition by committing to transient bi-potent progenitors, which is consistent with the recently proposed “multi-lineage progenitor” population as the earliest progeny of LGR5+ stem cells.^38^ When an ISC occupies the +4/5 cell position and loses its contact with *Dll*-expressing Paneth cells (niche exit), Notch is switched off as a consequence, thereby de-repressing ATOH1, MTG8 and MTG16. The co-repressors then drive differentiation by switching off the Wnt-mediated ISC gene expression program in the immediate progenitors, leading to transient activation of the whole differentiation program. This is consistent with the data obtained from our time-course DAPT-treated organoids, where downregulation of ISC markers was accompanied by transient upregulation of both absorptive and secretory lineage markers upon early Notch inhibition (Figure 6*B*). Subsequently, ATOH1 and MTG8/16 work together in these naïve bi-potent progenitors to control lateral inhibition and binary fate decision (Figure 6*A*). Our findings uncover a novel role of MTG8/16 in promoting enterocyte differentiation by direct repression of ATOH1-mediated secretory differentiation and *Dll* ligands expression. The differential expression dynamics of *Atoh1*, *Mtg8,* and *Mtg16* and their potential negative feedback network may perhaps explain the heterogeneity within the early progenitor population. MTG16 is initially co-expressed with ATOH1 immediately after niche exit and Notch inhibition. Subsequently, MTG8 and MTG16 expression starts to dominate and repress ATOH1 expression, resulting in MTG8/16+ATOH1− cells. It is conceivable that the fate decision at these progenitors is dependent on the expression dynamics of ATOH1 and MTG. Interestingly, 2 recent studies showed direct binding of HES1 to the promoter of *Mtg16,*^39^^,^^40^ suggesting that MTG8/16 may also be actively repressed by Notch directly via HES1 at the ISCs. It is also worth noting that all *Dll* ligands are transcriptional targets of ATOH1 and MTG16, including *Dll3* that has previously been reported to function exclusively as cis-inhibition rather than trans-activation of Notch signaling.^41^ This may imply a previously underappreciated role of DLL3 in the dynamic lateral inhibition and fate decision in the early progenitors, where DLL1/4 trans-activate Notch in the neighboring cells and DLL3 inhibits Notch cell-autonomously.

**Figure 6:**
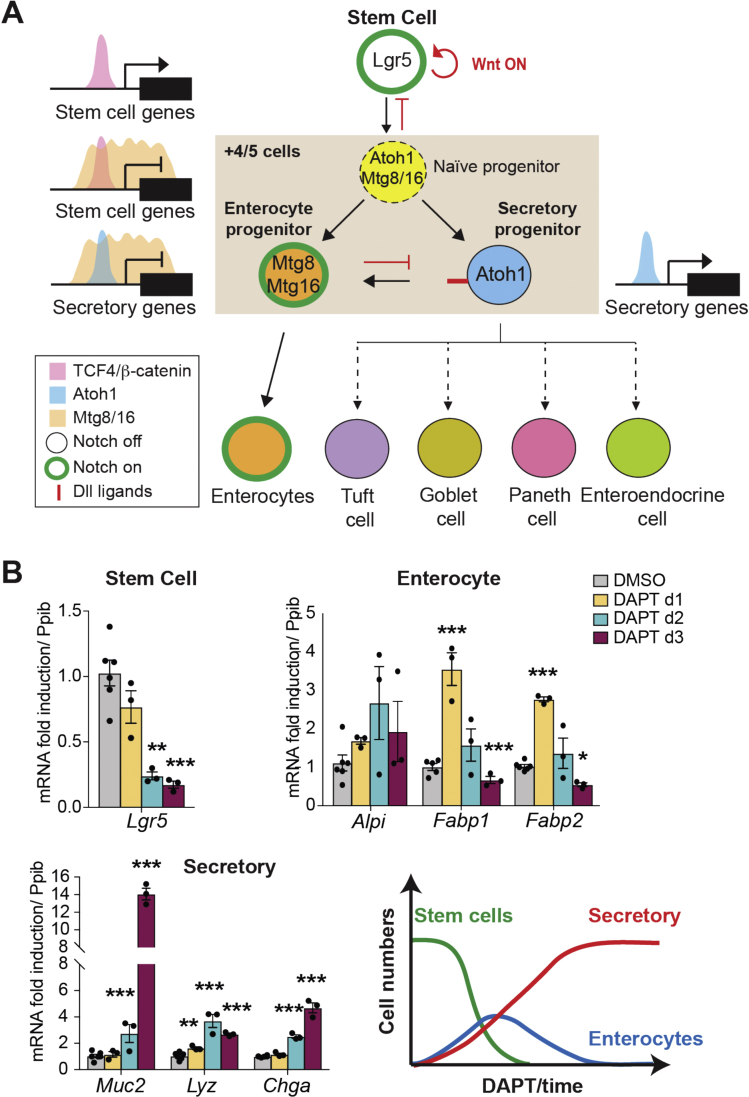
Proposed model for intestinal stem cell hierarchy. (*A*) Updated ISC fate model. See text for details. (*B*) qRT-PCR analysis of the indicated genes after 1, 2, or 3 days of DAPT treatment. On the *right*, illustration of expression kinetics of the stem cell, secretory and enterocyte markers upon time-course Notch inhibition. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, 2-sided *t*-test.

Previous studies have shown that MTG16 is required for injury-induced epithelial cell survival and regeneration in the intestine.^26^^,^^42^ Interestingly, increased proliferation of *Mtg16*-depleted intestine has been demonstrated, although the underlying mechanism remained uncharacterized.^26^ More recently, increased ß-CATENIN staining has also been observed in MTG16-deleted colitis-associated tumors,^43^ suggesting a potential Wnt inhibitory role of MTG16. In the current study, we focused on characterizing the mechanistic role of MTG in normal intestinal stem cell homeostasis. Beyond the increase in crypt proliferation as previously reported, we further observed a significant increase in stem cell number in the MTG mutants. Global genomic and transcriptomic analysis further revealed that MTG16 binds to the gene loci of stem cell and Wnt signature genes for transcriptional repression. Our data on the Notch-regulated MTG expression at +4/5 progenitor cells provide mechanistic insight into how MTG regulates stem cells and the Wnt transcriptional program under normal stem cell homeostasis, which will help understand the tumor suppressive role of MTG in colorectal cancer.^44^

Regulation of chromatin accessibility has recently been reported in these highly dynamic progenitors for fate decision and plasticity.^8^^,^^12^^,^^13^ It is believed that dynamic reorganization of chromatin remodeling controls the rapid, dynamic lineage specifications of early progenitors, as well as permitting dedifferentiation of progenitors into stem cells on damage. However, the underlying mechanism of how chromatin remodeling is regulated remains unknown. The discovery of the co-repressors Mtg8/16 in the +4/5 cells offers a compelling explanation for this epigenetic regulation by recruiting various chromatin-modifying enzymes to stem cell- and lineage-specific genes for dynamic fate decisions. Controlling the expression of MTG8 and MTG16, via Notch signaling upon damage could allow the early progenitors to reacquire multipotency by de-repressing the ISC gene expression program. It is interesting to note that MTGR1 is not regulated by Notch signaling despite the previously reported role in secretory lineage differentiation.^25^ Because our ChIP-seq data revealed that MTGR1 is a transcriptional target of MTG16, it is conceivable that the MTG family function together with ATOH1 to drive fate decision via transcription activator-repressor network and chromatin remodeling. Our findings provide a direct link between Notch signaling and chromatin remodeling for ISC fate decision. Further characterization of MTG8, MTG16 and MTGR1 targetomes will help understand their transcriptional regulation of ISC fate as homodimer or heterodimer.

## References

[1] Bjerknes M., Cheng H. (1981). The stem-cell zone of the small intestinal epithelium. V. Evidence for controls over orientation of boundaries between the stem-cell zone, proliferative zone, and the maturation zone. Am J Anat.

[2] Tetteh P.W., Farin H.F., Clevers H. (2015). Plasticity within stem cell hierarchies in mammalian epithelia. Trends Cell Biol.

[3] Yang Q., Bermingham N.A., Finegold M.J. (2001). Requirement of Math1 for secretory cell lineage commitment in the mouse intestine. Science.

[4] van Es J.H., van Gijn M.E., Riccio O. (2005). Notch/gamma-secretase inhibition turns proliferative cells in intestinal crypts and adenomas into goblet cells. Nature.

[5] VanDussen K.L., Samuelson L.C. (2010). Mouse atonal homolog 1 directs intestinal progenitors to secretory cell rather than absorptive cell fate. Dev Biol.

[6] Noah T.K., Donahue B., Shroyer N.F. (2011). Intestinal development and differentiation. Exp Cell Res.

[7] Stamataki D., Holder M., Hodgetts C. (2011). Delta1 expression, cell cycle exit, and commitment to a specific secretory fate coincide within a few hours in the mouse intestinal stem cell system. PLoS One.

[8] Kim T.H., Li F., Ferreiro-Neira I. (2014). Broadly permissive intestinal chromatin underlies lateral inhibition and cell plasticity. Nature.

[9] Philpott A., Winton D.J. (2014). Lineage selection and plasticity in the intestinal crypt. Curr Opin Cell Biol.

[10] Artavanis-Tsakonas S., Rand M.D., Lake R.J. (1999). Notch signaling: cell fate control and signal integration in development. Science.

[11] van Es J.H., Sato T., van de Wetering M. (2012). Dll1+ secretory progenitor cells revert to stem cells upon crypt damage. Nat Cell Biol.

[12] Jadhav U., Nalapareddy K., Saxena M. (2016). Acquired tissue-specific promoter bivalency is a basis for PRC2 necessity in adult cells. Cell.

[13] Jadhav U., Saxena M., O’Neill N.K. (2017). Dynamic reorganization of chromatin accessibility signatures during dedifferentiation of secretory precursors into Lgr5+ intestinal stem cells. Cell Stem Cell.

[14] Rossetti S., Hoogeveen A.T., Sacchi N. (2004). The MTG proteins: chromatin repression players with a passion for networking. Genomics.

[15] Barker N., van Es J.H., Kuipers J. (2007). Identification of stem cells in small intestine and colon by marker gene Lgr5. Nature.

[16] Han H., Tanigaki K., Yamamoto N. (2002). Inducible gene knockout of transcription factor recombination signal binding protein-J reveals its essential role in T versus B lineage decision. Int Immunol.

[17] el Marjou F., Janssen K.P., Chang B.H. (2004). Tissue-specific and inducible Cre-mediated recombination in the gut epithelium. Genesis.

[18] Munoz J., Stange D.E., Schepers A.G. (2012). The Lgr5 intestinal stem cell signature: robust expression of proposed quiescent ‘+4’ cell markers. EMBO J.

[19] Shimizu H., Okamoto R., Ito G. (2014). Distinct expression patterns of Notch ligands, Dll1 and Dll4, in normal and inflamed mice intestine. PeerJ.

[20] Davis J.N., McGhee L., Meyers S. (2003). The ETO (MTG8) gene family. Gene.

[21] Chyla B.J., Moreno-Miralles I., Steapleton M.A. (2008). Deletion of Mtg16, a target of t(16;21), alters hematopoietic progenitor cell proliferation and lineage allocation. Mol Cell Biol.

[22] Fre S., Hannezo E., Sale S. (2011). Notch lineages and activity in intestinal stem cells determined by a new set of knock-in mice. PLoS One.

[23] Calabi F., Pannell R., Pavloska G. (2001). Gene targeting reveals a crucial role for MTG8 in the gut. Mol Cell Biol.

[24] Yu S., Tong K., Zhao Y. (2018). Paneth cell multipotency induced by Notch activation following injury. Cell Stem Cell.

[25] Amann J.M., Chyla B.J., Ellis T.C. (2005). Mtgr1 is a transcriptional corepressor that is required for maintenance of the secretory cell lineage in the small intestine. Mol Cell Biol.

[26] Poindexter S.V., Reddy V.K., Mittal M.K. (2015). Transcriptional corepressor MTG16 regulates small intestinal crypt proliferation and crypt regeneration after radiation-induced injury. Am J Physiol Gastrointest Liver Physiol.

[27] Sansom O.J., Reed K.R., Hayes A.J. (2004). Loss of Apc in vivo immediately perturbs Wnt signaling, differentiation, and migration. Genes Dev.

[28] Haber A.L., Biton M., Rogel N. (2017). A single-cell survey of the small intestinal epithelium. Nature.

[29] Lo Y.H., Chung E., Li Z. (2017). Transcriptional regulation by ATOH1 and its target SPDEF in the intestine. Cell Mol Gastroenterol Hepatol.

[30] Qi Z., Li Y., Zhao B. (2017). BMP restricts stemness of intestinal Lgr5(+) stem cells by directly suppressing their signature genes. Nat Commun.

[31] Schuijers J., Junker J.P., Mokry M. (2015). Ascl2 acts as an R-spondin/Wnt-responsive switch to control stemness in intestinal crypts. Cell Stem Cell.

[32] Moore A.C., Amann J.M., Williams C.S. (2008). Myeloid translocation gene family members associate with T-cell factors (TCFs) and influence TCF-dependent transcription. Mol Cell Biol.

[33] Bjerknes M., Cheng H. (1981). The stem-cell zone of the small intestinal epithelium. I. Evidence from Paneth cells in the adult mouse. Am J Anat.

[34] Sato T., van Es J.H., Snippert H.J. (2011). Paneth cells constitute the niche for Lgr5 stem cells in intestinal crypts. Nature.

[35] Fukuda M., Mizutani T., Mochizuki W. (2014). Small intestinal stem cell identity is maintained with functional Paneth cells in heterotopically grafted epithelium onto the colon. Genes Dev.

[36] Kim T.H., Escudero S., Shivdasani R.A. (2012). Intact function of Lgr5 receptor-expressing intestinal stem cells in the absence of Paneth cells. Proc Natl Acad Sci U S A.

[37] Durand A., Donahue B., Peignon G. (2012). Functional intestinal stem cells after Paneth cell ablation induced by the loss of transcription factor Math1 (Atoh1). Proc Natl Acad Sci U S A.

[38] Kim T.H., Saadatpour A., Guo G. (2016). Single-cell transcript profiles reveal multilineage priming in early progenitors derived from Lgr5(+) intestinal stem cells. Cell Rep.

[39] de Lichtenberg KH, Seymour PA, Jørgensen MC, et al. Notch controls multiple pancreatic cell fate regulators through direct Hes1-mediated repression. 2018. Available at: 10.1101/336305. Accessed September 4, 2020.

[40] Doyen CM, Depierre D, Yatim A, et al. NOTCH assembles a transcriptional repressive complex containing NuRD and PRC1 to repress genes involved in cell proliferation and differentiation. 2019. Available at: 10.1101/513549. Accessed September 4, 2020.

[41] Ladi E., Nichols J.T., Ge W. (2005). The divergent DSL ligand Dll3 does not activate Notch signaling but cell autonomously attenuates signaling induced by other DSL ligands. J Cell Biol.

[42] Williams C.S., Bradley A.M., Chaturvedi R. (2013). MTG16 contributes to colonic epithelial integrity in experimental colitis. Gut.

[43] McDonough E.M., Barrett C.W., Parang B. (2017). MTG16 is a tumor suppressor in colitis-associated carcinoma. JCI Insight.

[44] Parang B., Bradley A.M., Mittal M.K. (2016). Myeloid translocation genes differentially regulate colorectal cancer programs. Oncogene.

How the deposited data were processed for this re-analysis (not part of the article)

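Intestinal crypts of 3 WT mice and 3 mice labelled Mtg16−/− were profiled by RNA sequencing, with 1 library per mouse. The labels give males of 12 weeks and number the mice 1 to 3 within each genotype. They describe the knockout as CRISPR-induced, while the paper describes Mtg16−/− mice received as a gift, and this difference was not resolved. The authors isolated the crypts in cold EDTA, depleted ribosomal RNA from total RNA, quantified genes with RSEM and deposited TPM values, which they rounded to 2 decimals, for 24736 gene symbols. The paper's main text does not name the aligner or the genome build, and its supplementary methods were not read here. TPM scales every library to the same total and keeps no read number, so the depth of the libraries is unknown, and no interval or detection floor that needs it is given. Supplementary Table 2 names DESeq2 as the authors' test, which needs counts and was not run here. No other file of the study was used, apart from Supplementary Tables 1 to 4 of the paper.

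Values were transformed as log2(TPM + 1), with a pseudocount of 1. The 12268 genes with a mean TPM of at least 1 over the 6 libraries were tested, and genes with lower means were left out. The test was limma's moderated test (lmFit and eBayes with an intensity trend, limma 3.58.1, statmod 1.5.0, R 4.3.3) of Mtg16−/− against WT without covariates, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.1, since the values in Supplementary Table 2 stay under that limit. Fold changes on the log2(TPM + 1) scale understate the change of genes with low TPM.

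Gene sets were tested with limma's camera, with the correlation between the genes of a set fixed at 0.01, at a threshold of 0.05 for adjusted p. The adjustment ran over the 8 sets that stand for the paper's statements and, separately, over the 20 other sets with at least 2 tested members. The lists were compiled from general knowledge before the deposited table was opened, but with Supplementary Table 2 already read. That table holds the fold changes and the TPM of each library for its 478 genes, so the lists are not independent of the paper's calls. Members of that table were therefore also removed in an alternative. The exceptions are the genes of Supplementary Table 1 and the MTG16-bound genes of 4 ontology terms in Supplementary Table 4, which were taken from those tables. A library's score for a set is the mean deviation of its tested genes from their means over the 6 libraries. Scores and single genes were compared by a two-sided exact permutation test, which cannot go below 0.1 with 3 mice against 3.

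The pairing of libraries comes from the replicate numbers that the groups share in the labels. Same-numbered mice are different animals, and neither the labels nor the paper say that they were handled together. The correlation of the deviations of same-numbered libraries from their group means had a mean of 0.247, above the limit of 0.1 set for this check, so results with the replicate number as a block are given beside those without it.

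Symbols were matched to RefSeq GRCm38.p6 for positions (24636 of 24736 had a chromosome) and to GENCODE vM21 for transcripts, length and GC content (24348 matched). MTG16 peaks were used on chromosomes 1, 10, 11 and 12, because the copy of Supplementary Table 3 used here was cut short and held only these in full. The copy of Supplementary Table 4 was also cut short, so some of its gene lists may be incomplete. The lists of the 4 terms used held the number of genes stated for each term. A gene counted as bound when it was the nearest promoter of a peak in the authors' annotation, and shares were compared by a two-sided Fisher's exact test among tested genes on these chromosomes. Because 1 called gene gives no finite odds ratio, 0.5 was added to each count for the odds ratios of called genes in every setting, and the odds ratios of the paper's genes are the estimates of Fisher's test.

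The calculation was tested on simulated libraries in which 200 genes of higher expression were changed by known amounts. The noise of each gene was taken from the fit with the replicate block and not from the main test. The counts therefore do not show how many real changes the main test could find. Without a shared replicate effect, 197 of the 200 were recovered with 24 false calls, and with the replicate block 197 were recovered with 29 false calls. With a shared replicate effect, 192 were recovered with 2 false calls without the block, and 199 with 40 false calls with it. The 8 simulated gene sets included a set that was shifted on purpose, and no other set was called. Noise was drawn for each gene on its own. This result therefore cannot show whether camera with a fixed correlation gives false calls for sets of correlated genes.

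The genes named in the text are Cbfa2t3, Runx1t1 and Cbfa2t2, genes of Figure 4A and of the paper's text, in each direction the 3 called genes with the largest change and no overlap between the groups, and members of a set where that set is reported. This rule, the main test and most alternatives were fixed before the data were examined, apart from the values in Supplementary Table 2. Those alternatives were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, median-ratio rescaling, quantile normalization, no intensity trend, robust moderation, array weights, the replicate block, each mouse left out, an adjusted p under 0.05, an estimated correlation between genes, limma's fry test, members outside Supplementary Table 2 and peaks annotated to a promoter. A correction for GC content and transcript length (a lowess trend with a span of 0.3 for each library), the same with the block, the enterocyte score as a covariate, peaks within 5 kb of a transcription start site, the genes of Supplementary Table 2 in place of the called genes and every gene of the table as the background were added after the data were seen. Figures were drawn with matplotlib 3.10.9, and tables were joined with pandas 2.3.3.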

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

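The gene sets in this part lie outside the paper's argument. Each passed the threshold of limma's camera test among 20 such sets and had no overlap between the scores of the WT libraries and of the libraries labelled Mtg16−/−. Their lists were drawn up after the fold changes in Supplementary Table 2 had been read, so they are partly chosen for the pattern they show. The tests with the enterocyte score, the GC correction, the clock genes, the neighbouring genes and the members outside that table were chosen after the results were seen. Each set was compared with the other ways of splitting the 6 libraries into 3 and 3. Of the 10 splits, 4 part all 3 same-numbered pairs and the other 6 part 1 pair, so only the 4 are compared. For heat shock, endoplasmic reticulum stress, cold-inducible, zinc finger and cholesterol synthesis genes alike, 1 of these 4 splits, the real one, gave as large a mean difference. With 4 splits, chance cannot be excluded, and for none of the 5 sets can the pattern be told apart from it. The depth of the libraries is unknown and was not tested. The correction for GC content and transcript length moved the means of most of these sets little, and it removes only a smooth trend, so technical biases of another form are not excluded. The 5 sets stayed past the threshold after median-ratio rescaling and quantile normalization. With the correlation between genes estimated from the data they did not, with adjusted p of 0.366 or 0.534. With the fry test, heat shock and cholesterol synthesis genes (adjusted p = 0.118 each) and zinc finger genes (0.266) did not pass, and the other 2 sets did (0.0207 each). Over all alternatives the lowest adjusted p of these sets lay between 1.69e-14 and 7.77e-05, and the highest was 0.534.

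The 20 tested heat shock genes had a mean log2 fold change of -0.63, with all 20 lower (camera adjusted p = 1.58e-08, or 5.37e-09 with the replicate block), and 7 of them are in Supplementary Table 2. The 13 members outside that table had a mean of -0.37 (adjusted p = 0.00317), past the threshold, so the choice of genes from the table does not account for the pattern fully. Hsph1 decreased by 1.88 and Hspa1b by 2.08 on the log2 scale. With the enterocyte score of each library as a covariate the mean was -0.82, and after the correction for GC content and transcript length it was -0.64, both past the threshold, so the share of villus cells does not account for it fully. A different time of day would move clock output genes against the genes of the opposite phase. The score of the first minus that of the second differed by 0.38 between the groups with overlapping libraries (exact permutation test, two-sided, p = 0.4), which leaves this explanation open.

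The 2 cold-inducible genes, Cirbp and Rbm3, had a mean log2 fold change of 1.16 (camera adjusted p = 1.21e-04, or 7.77e-05 with the block). Both are in Supplementary Table 2, where they had been seen before the list was made, and no member is left to test without them. The mean was 0.84 with the enterocyte score as a covariate and 1.12 after the GC and length correction, past the threshold in both. Lower heat shock genes beside higher cold-inducible genes may reflect a lower temperature of the mutant mice or a difference in how the tissue was kept before lysis. No value in these data separates the 2, and a link to the genotype remains a hypothesis. A different time of day, left open for the heat shock genes, was not excluded here either.

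The 25 endoplasmic reticulum stress genes had a mean log2 fold change of -0.52, with 22 lower (camera adjusted p = 2.84e-12, or 1.28e-10 with the block). Hspa5 decreased by 0.89 and Sdf2l1 by 0.97, and 13 of the 25 are in Supplementary Table 2. The 12 others had a mean of -0.23 (adjusted p = 0.0319), smaller but past the threshold. Secretory cells express many of these genes. With the goblet cell score as a covariate the mean was -0.52, with the enterocyte score it was -0.34, and after the GC and length correction it was -0.50, all past the threshold. The goblet cell score hardly differed between the groups and left the mean where it was. Paneth cell and enteroendocrine markers were higher in the libraries labelled Mtg16−/−, while a smaller share of secretory cells would lower them. A lower load on protein folding in the mutant crypts may be a candidate explanation that was not tested.

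The 21 cholesterol synthesis genes had a mean log2 fold change of -0.46, with 19 lower (camera adjusted p = 1.58e-08, or 4.27e-08 with the block), among them Sqle, which decreased by 0.80. The 13 members outside Supplementary Table 2 had a mean of -0.34 (adjusted p = 0.00295), past the threshold. The mean was -0.33 with the enterocyte score as a covariate and -0.44 after the GC and length correction, both past the threshold. A difference in feeding before the mice were killed was not tested, and no time of feeding is given in the labels.

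The zinc finger genes are a list of 28 symbols for a cluster on chromosome 4, of which 5 were tested, with a mean log2 fold change of 0.91 (camera adjusted p = 0.001, or 0.00203 with the block). RefSeq places 4 of the 5 on chromosome 4, and the fifth, Zfp983, on chromosome 17. The 4 are near-identical copies whose reads the quantification could have divided, and all 4 are in Supplementary Table 2, where they had been seen before the list was made, so this set says little beyond that table. The mean was 0.76 with the enterocyte score as a covariate and 0.74 after the GC and length correction, past the threshold in both. A strain variant against the reference would set the cluster apart from other runs of neighbouring genes in the mice that carry it and not in the others. Against the WT mean, the 4 genes on chromosome 4 stood at percentile 97.2 of runs of as many genes in Mtg16−/− replicate 1, 99.9 in replicate 2 and 99.8 in replicate 3. In Mtg16−/− replicates 1, 2 and 3, Zfp992 had a TPM of 0.75, 4.12 and 2.58 (0.36 to 0.82 in WT), Gm13212 of 3.09, 8.89 and 5.34 (0.59 to 1.16 in WT), Zfp984 of 6.14, 12.5 and 12.1 (3.73 to 5.57 in WT) and Zfp991 of 5.71, 12.4 and 12.9 (3.72 to 4.93 in WT). Replicate 1 was thus above WT in 3 of the 4 genes and lower than replicates 2 and 3 in all 4, which leaves the test undecided. Variation between strains in this cluster may explain the pattern and was not excluded.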

How the results depend on the processing

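The alternatives were set before the data were examined, except the correction for GC content and transcript length, the enterocyte score as a covariate, the peaks within 5 kb, the genes of Supplementary Table 2 in place of the called genes and the background of every gene, which were added after the data were seen. Where a result changed, the cause was not tested.

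The number of called genes depended on the processing. Against 4 genes, all 4 in Supplementary Table 2, a mean TPM of at least 5 gave 15 genes with 15 in that table, and robust moderation gave 20 with 20 in the table. Rescaling by median-ratio size factors gave 1 gene with 1 in the table, and quantile normalization gave 1 with 1 in the table, each 1 higher and 0 lower where the main test had 2 and 2. Array weights gave 855 genes with 363 in the table, and the replicate block gave 1201 with 430 in the table. The counts were 0 and 0 without a filter on low values (2187 genes at an unadjusted p under 0.05), 0 and 0 without an intensity trend (1754 such genes), and 0 and 0 at an adjusted p under 0.05 (1789 such genes). The correction for GC content and transcript length gave 20 genes with 19 in the table, the same correction with the replicate block gave 1873 with 434, and the enterocyte score as a covariate gave 0 and 0 (1275 genes at an unadjusted p under 0.05). The 6 fits that each left out one replicate gave from 0 to 20 genes, with from 0 to 15 of them in the table. A pseudocount of 0.1 gave 4.

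The 5 sets behind the statements on stem cell, enterocyte, absorption, Paneth and enteroendocrine genes kept their direction in every alternative run for them, and their side of the threshold in all but 3. Enterocyte markers and absorption and digestion genes were not run with the enterocyte score as a covariate. The score of proximal small intestine genes as a covariate, a test on enterocyte markers given elsewhere, is not counted here. With the correlation between genes estimated from the data, the means stayed at 0.35, -0.99, -0.73, 1.00 and 0.60, in that order, but none passed the threshold (adjusted p from 0.167 to 0.461). With the fry test, Wnt and stem cell markers (0.35), enterocyte markers (-0.99), absorption and digestion genes (-0.73) and Paneth cell markers (1.00) did not pass (adjusted p from 0.242 to 0.314), and enteroendocrine markers did. With the enterocyte score as a covariate, the mean of Wnt and stem cell markers was 0.0265 and no longer past the threshold. Over all alternatives, the adjusted p lay between 2.4e-11 and 0.783 for Wnt and stem cell markers, between 4.65e-26 and 0.432 for Paneth cell markers and between 2.06e-17 and 0.167 for enteroendocrine markers. In the fits that left out one replicate, the means lay between 0.20 and 0.43, -1.26 and -0.58, -0.97 and -0.37, 0.72 and 1.32, and 0.51 and 0.66.

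Sets near 0 changed sign. Rescaling and quantile normalization also moved the median of all tested genes, from -0.0259 in the main test to -0.00676 and 0.0224. Chromatin regulators, at -0.01 in the main test, had a mean of 0.0072 after rescaling, 0.0488 after quantile normalization, 0.0159 with array weights, 0.0628 after the GC and length correction and 0.0628 after the same correction with the replicate block, and between -0.0939 and 0.0619 across the fits that left out one replicate. They passed the threshold with the GC and length correction, with and without the block, and without Mtg16−/− replicate 3 (adjusted p = 0.0395, 0.0176 and 0.0477 in the order without the block, with the block and without the replicate, range over all alternatives 0.0176 to 0.926). Goblet cell markers had 0.0209 without the members of Supplementary Table 2 and between -0.15 and 0.0034 with one replicate left out, where they passed the threshold without WT replicate 2 (adjusted p = 0.0408, range over all alternatives 0.0408 to 0.926). The genes that the paper names as secretory progenitor or ATOH1-bound had -0.11 with the enterocyte score as a covariate and between -0.0753 and 0.0835 with one replicate left out.

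The odds ratio of called genes for an MTG16 peak, 3.90 from a single gene, was 1.37 and past the threshold with the replicate block. With array weights, 44.4% of the called genes had a peak against 43.4% of the others. The odds ratio was then 1.04 (Fisher's exact test, two-sided, p = 0.816). It lay between 0.433 and 1.30 over the 3 fits that left out a WT replicate. It has no value in the settings without a called gene on the 4 chromosomes, which were no filter, rescaling, quantile normalization, no intensity trend, an adjusted p under 0.05 and each Mtg16−/− replicate left out.

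Among the other 20 sets, the enterocyte score as a covariate turned the sign of 10: proliferation genes (-0.21), circadian clock genes (0.0474), immediate early genes (0.11), glucocorticoid-responsive genes (0.0513), T and intraepithelial lymphocyte markers (0.33), genes higher in Lgr5-GFP low cells (0.0488), and the MTG16-bound genes of chromatin remodeling (-0.0528), chromatin assembly or disassembly (-0.0801), histone acetylation (-0.0308) and protein methylation (-0.0182). Y chromosome genes had -0.0702 after the GC and length correction and -0.0702 with the replicate block added to it. With one replicate left out, proliferation genes lay between -0.0047 and 0.26, Y chromosome genes between -0.0581 and 0.16, histone acetylation genes between -0.0358 and 0.0646 and protein methylation genes between -0.0086 and 0.0840. Apart from these changes of sign, these sets changed 49 times to the weaker side of the threshold and 9 times to the stronger.

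Among the 40 named genes, array weights turned Cbfa2t3 to 0.11, Dll1 to 0.0717 and the Spdef log2 fold change to -0.00533. With one replicate left out, Cbfa2t3 lay between -0.26 and 0.15, Cbfa2t2 between -0.0164 and 0.0732, Dll1 between -0.26 and 0.0043 and Spdef between -0.12 and 0.24. These genes otherwise changed 37 times to the weaker side of the threshold and 44 times to the stronger, 24 of these with the replicate block. The unknown depth limits what can be said of genes with low TPM.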

Differences from the paper's values

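The paper reports 478 differentially expressed genes, and 4 were called here. None of the alternatives set before the data were examined came within 1.5 times the paper's number. Array weights called 855 genes and the replicate block 1201, above the paper's number, and they held 363 and 430 of the paper's genes. A mean TPM of at least 5, robust moderation and the fit without WT replicate 1 called 15, 20 and 15 of the paper's genes. After the values were seen, the correction for GC content and transcript length was added, which called 19 of the paper's genes, and 434 with the replicate block.

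The paper's odds ratio for a gene of Supplementary Table 2 with an MTG16 site within 5 kb is 2.4. On the 4 chromosomes used here it was 0.899 among tested genes. It was 1.39 with all genes above 0, 0.771 with a mean TPM of at least 5 and 0.922 with peaks annotated to a promoter, so none of these alternatives closed the gap. With every gene of the table as the background, chosen after the values were seen, it was 2.00 and within 1.5 times the paper's value.

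Supplementary Table 2 gives log2 fold changes with standard errors, from which the sign is turned here to Mtg16−/− against WT. Of the 19 genes of Figure 4A whose results are given here, 6 differed from the paper's value by more than the larger of the 2 standard errors. All 6 had the same direction as in the paper. The paper's values come from DESeq2, which was not run here, so estimates of unlike kind are compared. For all 19 genes the paper's value was the smaller in size. Whether the difference in method accounts for the gaps was not tested. Fabp1 had -1.99 against the paper's -0.91, and Apoa4 had -1.85 against the paper's -0.85. None of the alternatives set before the data were examined closed these gaps. The enterocyte score as a covariate, chosen after the values were seen, gave -0.79 and -0.58, within the error, but both genes are part of that score, so their values shrink by construction and the closer match carries no information. Apoc2 had -2.20 against the paper's -1.57 and came within the error only without WT replicate 1 (-1.70) or without Mtg16−/− replicate 2 (-1.97). Apoc3 had -1.44 against the paper's -0.97. Without a filter on low values (-1.44) and with robust moderation (-1.44) the value did not move, and it came within the error only because the standard error grew. It also came within the error after rescaling (-1.42), after quantile normalization (-1.38), and without WT replicate 1 (-0.99), Mtg16−/− replicate 2 (-1.17) or Mtg16−/− replicate 3 (-1.34), and with no other of these alternatives. Defa2 had 1.40 against the paper's 0.93. It came within the error after quantile normalization (1.18), with array weights (1.20), and without WT replicate 1 (0.97), WT replicate 3 (1.42, with a larger standard error) or Mtg16−/− replicate 1 (1.19). It also did so with 3 alternatives chosen after the values were seen, the GC and length correction (1.24), the same with the replicate block (1.24) and the enterocyte score (0.80). Defa5 had 1.51 against the paper's 0.93. It came within the error without WT replicate 1 (1.25), WT replicate 3 (1.24) or Mtg16−/− replicate 1 (1.36), and, among the alternatives chosen after the values were seen, after the GC and length correction (1.26) and with the enterocyte score (1.08).

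The paper reports no significant change of goblet cell markers in the RNA sequencing. As a set they had a mean log2 fold change of -0.07 here, but Zg16 and Clca1 had -1.28 and -0.89, without a call in the main test here, and are in the paper's own Supplementary Table 2.

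The paper states that chromatin remodeling and epigenetic genes were enriched in the mutant intestine. The 115 chromatin regulators tested here had a mean log2 fold change of -0.01. The MTG16-bound genes of chromatin remodeling and of chromatin assembly or disassembly had 0.12 and 0.14 and passed the threshold, the first narrowly (adjusted p = 0.0491). The first passed in 9 of 20 alternatives and the second in 14 of 20.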

Other observations

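In this part, the tests on the number of called genes without the block, the pairing of libraries, the enterocyte score (apart from the proximal small intestine genes), the neighbours of Cbfa2t3, the defensin total and the Cbfa2t3 level were chosen after the result was seen, and the others before.

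The libraries were split in all 10 ways into 3 and 3, and the 4 splits that part all 3 same-numbered pairs were compared, since the other 6 part 1 pair. The real split called 4 genes, and 1 of the 4 splits, the real one, called as many. Over the other 9 splits the most was 2 genes. With the replicate block, 1 of the 4 splits, again the real one with 1201 genes, called as many, and the others called at most 1. The mean difference of Wnt and stem cell markers, enterocyte markers, absorption and digestion genes, Paneth cell markers and enteroendocrine cell markers was reached by 1 of the 4 splits, the real one, in each set. Over all 10 splits, enterocyte markers and absorption and digestion genes were each exceeded by 1 other split. For goblet cell markers 3 of the 4 splits gave as large a difference. For the secretory progenitor and ATOH1-bound genes, as for chromatin regulators, 4 of 4 did. With 4 splits, chance cannot be excluded for any of these results.

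Same-numbered libraries deviated together with a mean correlation of 0.247, the highest of the 6 possible pairings but close to the next one, 0.227. Whether the block removes a shared effect of handling or fits chance deviations cannot be told from 6 pairings.

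A different share of villus cells in the crypt preparations could move many of these genes at once. With the enterocyte score as a covariate, the mean of Wnt and stem cell markers fell from 0.35 to 0.0265 (adjusted p = 0.783), while Paneth cell markers kept 0.57 and enteroendocrine cell markers 0.65, both past the threshold. The rise of stem cell markers may therefore follow from fewer villus cells, and the rise of Paneth and enteroendocrine markers is not fully explained that way. The score cannot tell fewer enterocytes in the mutant epithelium from fewer villus fragments in the preparation. The same covariate brought interferon-induced genes from -0.77 to -0.10 (adjusted p = 0.633), immediate early genes from -0.43 to 0.11 (adjusted p = 0.383) and T and intraepithelial lymphocyte markers from -0.64 to 0.33 (adjusted p = 0.0255, now past the threshold in the other direction). With the lymphocyte score as a covariate, interferon-induced genes kept -0.32 (adjusted p = 9.06e-04), so the share of lymphocytes does not account for them fully.

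A different share of gut regions in the preparations was tested with 3 lists of genes. The 9 genes of the proximal small intestine had a mean log2 fold change of -0.56 (adjusted p = 0.0153), and the scores of the groups did not overlap. The genes of the ileum had 0.13 and those of the colon -0.25 (adjusted p = 0.270 each). These values cannot decide on a different share of these regions, since 7 and 5 genes were tested. The ileum scores alone ran from -0.58 to 0.53 over the libraries. With the score of the proximal genes as a covariate, the mean of enterocyte markers was -0.0122 (adjusted p = 0.935), and with the enterocyte score as a covariate, the proximal genes had -0.29 (adjusted p = 0.106). The score of the proximal genes separates the groups, so as a covariate it also takes up the genotype, and this test alone cannot tell the 2 apart. A smaller share of proximal intestine would be expected to raise ileum or colon genes, which was not seen past the threshold. A smaller share of proximal intestine in the Mtg16−/− preparations may play a part and is not excluded.

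Cbfa2t3 was not lower in the libraries labelled Mtg16−/−. If samples had been exchanged, some library should hold close to none of its transcript, but the lowest TPM of the 6 was 3.23. If the allele removes the transcript, an exchange of samples therefore does not explain the result. If it leaves a transcript, this value cannot show an exchange. No biological explanation was tested, since a gene-level value cannot show a transcript that is made but altered.

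Klhdc4, 1 of the 4 called genes, lies 0.796 Mb from Cbfa2t3. Chromosome segments of the strain in which a gene was targeted can stay linked to it. The labels describe a CRISPR-induced knockout and the paper describes Mtg16−/− mice received as a gift, so how the allele was made is not settled. The 92 other tested genes within 5 Mb of Cbfa2t3 had a mean absolute t of 1.54, at percentile 98.2 of all runs of as many genes, and with the replicate block one of 1.82, at percentile 92.4. An unadjusted p under 0.05 was found for 18 of them, where 13.4 would follow from all tested genes, and 12 were called with the block, where 9.01 would follow. A variant linked to the targeted locus may explain part of the change in Klhdc4. The fit with the block, below percentile 95, leaves this open.

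Reads of near-identical defensin genes can be moved between copies by the quantification. The total TPM of the 27 Defa symbols rose by 1.16 on the log2 scale without overlap between the groups, so exchange within the family would not remove the rise. Exchange with genes outside it was not examined, and the single members cannot be told apart.

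For the genes of Supplementary Table 2, the odds ratio of an MTG16 site within 5 kb depended on the background. It was 0.771 among genes with a mean TPM of at least 5, 0.899 among tested genes, 1.39 among genes with any value above 0 and 2.00 with every gene of the table (Fisher's exact test, two-sided, p = 0.00124). Genes without expression in the background may account for the excess at the wider backgrounds, since the share of other genes with such a site was 27.7% over every gene and 52.2% at a mean TPM of at least 5.

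Runx1t1, which encodes MTG8, was below the limit for testing. Its TPM was 0.15, 0.29 and 0.35 in WT and 1.20, 1.08 and 1.11 in Mtg16−/− (exact permutation test, two-sided, p = 0.1, the smallest possible), and it is in Supplementary Table 2. Cbfa2t2, which encodes MTGR1, had a log2 fold change of 0.03 (limma adjusted p = 0.931). Atoh1 had -0.23 (adjusted p = 0.466), Dll1 -0.14 (0.734), Dll4 -0.28 (0.485), Gfi1 -0.14 (0.731), Spdef 0.10 (0.835), Hes1 0.43 (0.321) and Neurog3 0.84 (0.309), all as log2 fold change and limma adjusted p without the block. With the replicate block, Neurog3 and Hes1 had an adjusted p of 0.0423 and 0.0664. Dll3 was below the limit for testing, with a TPM of 0.343 ± 0.145 (SD, n = 3) in WT and 0.770 ± 0.115 (SD, n = 3) in Mtg16−/−. Olfm4, Lyz1 and Vil1 had log2 fold changes of 0.64, 0.92 and -0.70 (limma adjusted p = 0.309, 0.297 and 0.362 without the block). With the block, 24 of the 40 named genes changed to the stronger side, so these values alone do not settle the calls.

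The list of genes higher in Lgr5-GFP low cells, taken from Supplementary Table 1, held 383 genes, fewer than the paper counts. Its 300 tested genes had a mean log2 fold change of -0.38 with 219 lower (camera adjusted p = 2.3e-06, or 5.31e-11 with the block). Villus tip genes had -0.88, tuft cell markers -0.41 and circadian clock genes -0.29, with adjusted p of 5.05e-05, 0.00302 and 0.0106. With each mouse left out in turn, villus tip genes lay between -1.16 and -0.52 and stayed past the threshold. Tuft cell markers had -0.18 without WT replicate 3 (camera adjusted p = 0.0680) and clock genes -0.13 without WT replicate 1 (0.216). In the other such fits both stayed past the threshold. The scores of all these sets, like those of the 300 genes, overlapped between the groups.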
